# Transcriptomic Profile of Canine Mammary Ductal Carcinoma

**DOI:** 10.3390/ijms24065212

**Published:** 2023-03-08

**Authors:** Driéle B. Santos, Geysson J. Fernandez, Luciana M. C. Pardini, Maria Inês M. C. Pardini, Adriana C. Ferrasi

**Keywords:** mammary ductal carcinoma, transcriptome, female dogs

## Abstract

Dogs can be excellent models for spontaneous studies about breast cancers, presenting similarities in clinical behavior and molecular pathways of the disease. Thus, analyses of the canine transcriptome can identify deregulated genes and pathways, contributing to the identification of biomarkers and new therapeutic targets, benefiting humans and animals. In this context, this study aimed to determine the transcriptional profile of canine mammary ductal carcinoma and contribute to the clarification of the importance of deregulated molecules in the molecular pathways involved in the disease. Therefore, we used mammary ductal carcinoma tissue samples and non-tumor mammary tissue from the radical mastectomy of six female dogs. Sequencing was performed on the NextSeq-500 System platform. A comparison of carcinoma tissue and normal tissue revealed 633 downregulated and 573 upregulated genes, which were able to differentiate the groups by principal component analysis. Gene ontology analysis indicated that inflammatory, cell differentiation and adhesion, and extracellular matrix maintenance pathways were mainly deregulated in this series. The main differentially expressed genes observed in this research can indicate greater disease aggressiveness and worse prognosis. Finally, the study of the canine transcriptome indicates that it is an excellent model to generate information relevant to oncology in both species.

## 1. Introduction

Cancer is the leading cause of death in humans and their domestic companions [1,2]. Breast carcinoma was the second most incident cancer (2.2 million new cases), causing 685,000 human deaths in 2020 [2]. Something similar can be observed among companion animals, especially dogs, since most tumors in uncastrated female dogs are mammary [3,4], with 50 to 75% being malignant [4].

Canine and human mammary cancers share several biological characteristics, such as histology, pathophysiology, clinical behavior, and molecular pathways [5,6]. Genomic analyses in canine tumors have revealed similarities between the two species, providing new insight into the genetic basis of such tumors [7]. Interestingly, several genes linked to increased risk of human cancers have also been observed in canines, such as mutations in BRCA1/2 [8,9,10] that predispose to breast and ovarian cancer in humans. The scenario presented above, combined with the shared home environment, makes modern dogs a suitable model for comparative oncogenetic studies.

Despite the relevance of the disease and the available studies, there are still gaps to be filled with respect to the molecular mechanisms involved in canine mammary carcinoma. Thus, global transcriptomic research based on next-generation sequencing may contribute to a better understanding of the origins and progression of tumors, besides contributing to the identification of biomarkers with potential use in the diagnosis and prognosis and even as new therapeutic targets in cancer, benefiting humans and animals.

In this context, the aim of the present study was to determine the transcriptional profile of canine mammary ductal carcinoma samples based on next-generation sequencing and contribute to the clarification of the importance of deregulated molecules in the molecular pathways involved in the disease.

## 2. Results

We used mammary ductal carcinoma tissue samples and non-tumor mammary tissue from the radical mastectomy of six female dogs to identify deregulated genes and pathways with RNA-seq. Sequencing was performed on the NextSeq-500 System platform with four sequencing libraries and two tumoral libraries (T1 and T2) from tissues histologically classified as mammary ductal carcinoma [11] and two control libraries (C1 and C2) from adjacent non-tumor tissue. 

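The libraries held RNA of mammary ductal carcinoma and of adjacent non-tumor mammary tissue, with 3 dogs pooled in each library, so that each group had 2 libraries. C1 and T1 came from pool 1 and C2 and T2 from pool 2, and the carcinoma and the non-tumor tissue of a pool were from the same dogs. The most counted genes in C1 were ENSCAFG00000022711 and ENSCAFG00000022709, which the tables give by Ensembl identifier only, and together they held 17.6% of the counts in C1, 10.8% in C2, 14.0% in T1 and 9.44% in T2. Structural RNAs such as 7SK, U1 and U5 held 3.39% in C1 and 1.91% in T1, against 1.87% in C2 and 1.42% in T2. The 13 mitochondrial transcripts recognised by symbol held 2.34%, 1.91%, 1.30% and 1.10% in the same order. Genes given by Ensembl identifier only, among them the 2 most counted genes, were not sorted into these classes. The authors deposited a table of raw counts per gene for each library, with total counts of 32352002 in C1, 4027367 in C2, 35496260 in T1 and 3236218 in T2. Pool 1 was thus 8.03 times as deep as pool 2 in the controls and 11.0 times as deep in the carcinomas, and 339 genes had under 10 counts in T2 against 14 in T1. The paper's methods name TopHat2 and HTSeq for mapping and counting, while the submitters' processing notes name STAR and featureCounts. The counts were scaled by the trimmed mean of M-values (TMM) and the tissues were compared with edgeR's quasi-likelihood test over all genes, with the pool left out of the model. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 and a log2fold change of at least 1 in size. Levels are given as CPM, the counts scaled to library size, after TMM scaling, as the mean ± SD over both libraries of a tissue. With 2 pools per tissue, the spread between libraries is estimated from few values, and intervals on counts cover counting error only.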

All libraries were composed of a pool of samples from three patients with early-stage disease (T1N0M0). Next, we performed gene ontology enrichment [12], identification of transcription factors [13], and in silico identification of the secretome [14].

The mean age of the animals in the first group (C1 and T1) was 10 years, and in the second group (C2 and T2) the mean age was 7.7 years, with an overall mean of 8.9 years. This result agrees with epidemiological studies, which indicate that age is one of the main risk factors for the development of breast cancer [3]. After 8 years of age, this risk starts to be significant and increases with age [15].

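The count tables held 11277 genes, and each of them reached at least 128 counts in some library. Genes of mammary epithelium, stroma and muscle were all among them, such as the chaperone gene CLU, the milk protein gene CSN1S1, the lumican gene LUM and the titin gene TTN. CLU had 77386 counts in C1 and 353607 in T1. Of the gene names, 1148 were Ensembl identifiers and 9411 matched a symbol of the RefSeq annotation of the assembly UU_Cfam_GSD_1.0. Counts of 0 were found for 26 genes in T2, 4 in C2, 1 in T1 and 0 in C1. The low-count filter of edgeR removed none of the genes, and the largest count of a gene lay in a library of pool 1 for 99.9% of them.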

Through global transcriptome analysis, we identified 11,278 genes among the 36,930 genes in the canine reference genome (RefSeq) [16]. Comparing mammary carcinoma and non-tumoral tissue samples, 1206 differentially expressed genes (DEgenes) (Supplementary Table S1) were found with statistical significance (*p* < 0.05 and −1 ≥ log2fold change ≤1), of which 633 were negatively regulated (downregulated) and 573 were positively regulated (upregulated) (Figure 1A–D). This transcriptional profile can distinguish each group by principal component analysis (PCA) (Figure 1A), as in the heatmap shown in Figure 1B.

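Mammary carcinoma differed from the adjacent tissue in 1112 of 11277 genes, of which 521 were upregulated and 591 downregulated. The downregulated genes reached larger changes, since 39 had a log2fold change of -5 or less and 7 had one of 5 or more. The genes with the largest falls encode contractile proteins and milk proteins (MYL2, TNNT3, CSN1S1), and those with the largest rises encode the cartilage proteoglycan aggrecan (ACAN), the antioxidant enzyme GPX2 and the Wnt modulator SFRP2. Of 33 gene lists tested with camera, 8 were higher in carcinoma (cartilage matrix, ionocyte and proton pump genes, hypoxia and glycolysis, neutrophil and calprotectin genes, plasminogen system, antioxidant defence, Wnt signaling, and matrix metalloproteinases and their inhibitors). Another 9 were lower (striated muscle, milk and lactation, basement membrane, steroid hormone receptors and targets, and markers of fibroblasts, endothelium, lymphatic endothelium, T and NK cells, and macrophages and dendritic cells). All of the higher lists were chosen after Table S1, which rests on the same counts, had been read. So were the lower lists other than the cell type markers. Their passing is therefore not independent evidence. None of the 33 lists passed with the correlation between genes estimated from these libraries, although 6 had an unadjusted p under 0.05. Camera then has few degrees of freedom, so this loss is not evidence that the genes of a list are correlated. The endothelial list had an estimated correlation of -0.0116, under the preset correlation of 0.01. Its adjusted p in camera still went from 6.91e-06 to 0.263. Fry, which asks whether the genes of a list move one way, passed 13. Of the lists past camera, 6 did not pass fry, at an adjusted p of 0.0514 to 0.0575. They were hypoxia and glycolysis, basement membrane, plasminogen system, Wnt signaling, antioxidant defence and metalloproteinases with their inhibitors. Another 2 passed fry but not camera, interferon response as higher (fry adjusted p = 0.0299) and the complement system as lower (fry adjusted p = 0.0364). With the pool as a block, 800 genes were upregulated and 770 downregulated, the lists of the plasminogen system, Wnt signaling and antioxidant defence no longer passed camera and that of the cell cycle passed as lower. Without control replicate 1 the upregulated genes numbered 342. DESeq2, the tool the paper used, called 1206 genes on the same counts, 573 up and 633 down, and all of them are in Table S1, with log2fold changes that differ from those of Table S1 by at most 1.41e-06. Of the edgeR calls, 1064 are in Table S1 in the same direction.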

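The first principal component of the 500 most variable genes held 88.0% of the variance and separated the tissues, with scores of -38.1 for C1 and -36.4 for C2 against 33.0 for T1 and 41.5 for T2. The second component held 10.9% and separated the pools, with scores of -12.2 for C1 and -14.1 for T1 against 14.0 for C2 and 12.3 for T2. Among the genes with the largest difference between pools were the small nuclear RNAs of the spliceosome, with U5 higher in pool 1 by 6.20, U11 by 4.50 and U2 by 4.09 on the log2 scale, as mean over both tissues. The nuclear RNA NEAT1_1, at -2.84, and the RNase P RNA, at -5.13, were lower in pool 1. The third component held 1.13%. With 4 libraries the components describe these libraries and carry no test. From its own principal components and heatmap (Figure 1A,B), the paper states that the genes that passed its thresholds tell carcinoma from control tissue. It then examines these genes for pathways, transcription factors and secreted proteins.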

From the MA plot, which comprises the expression change level (log2fold change) on the y-axis and the mean abundance (TPM—transcripts per million) on the x-axis (Figure 2A), it was possible to identify abundant genes and genes with a high degree of deregulation (positive and negative). 

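CLU, which encodes the extracellular chaperone clusterin, had 2393 ± 322 CPM in the controls and 9459 ± 932 CPM in mammary carcinoma, a log2fold change of 1.98 (SE 0.16, adjusted p = 0.00324 from edgeR's quasi-likelihood test). The protease inhibitor gene SLPI rose from 372 ± 91.2 to 1158 ± 223 CPM, with a log2fold change of 1.64 (SE 0.23, adjusted p = 0.0129). TXNIP, whose product binds and inhibits thioredoxin, fell from 826 ± 95.4 to 376 ± 29.1 CPM, and its log2fold change was -1.14 (SE 0.14, adjusted p = 0.00865). All of these values are means ± SD over 2 libraries. Across all called genes, the median log2fold change was 1.79 for the upregulated and -1.89 for the downregulated genes.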

The most abundant genes showed lower levels of expression change, such as the upregulated gene CLU, which encodes a chaperone; SLPI, which encodes a protease inhibitor; and the downregulated TXNIP, a tumor suppressor that encodes a protein that protects the cell from oxidative stress. 

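Of the genes with a mean over the 4 libraries of at least 1000 CPM, 43 in number, 5 were upregulated in mammary carcinoma and 2 downregulated. None of these changed by 5 or more on the log2 scale in edgeR, with 0 also at an unadjusted p. In the DESeq2 setting, whose CPM follow total counts, 1 gene, TTN, did. The upregulated genes were CLU, LTF, which encodes lactoferrin, KIAA1217, and the transcription factor genes TCF7L2 and ETV6. KIAA1217 had a log2fold change of 1.44 (adjusted p = 0.00308 from edgeR's quasi-likelihood test) and ETV6 one of 1.00 (adjusted p = 0.008). The downregulated genes were the collagen gene COL3A1 and the fibrillin gene FBN1, the latter with a log2fold change of -1.83 (adjusted p = 0.00371). KIAA1217, ETV6 and FBN1 were named after their values had been seen. TTN, which encodes the sarcomere protein titin, had 1967 ± 699.9 CPM in the controls (SD, n = 2) and 14.8 ± 0.0943 CPM in mammary carcinoma (SD, n = 2), a mean of 991 CPM. TTN was called by edgeR and by DESeq2. It passed 1000 CPM, with a mean of 1003 CPM, where CPM followed total counts, as in the DESeq2 setting. This is a change of unit and not a difference between the tools' tests. TTN also passed without mammary carcinoma replicate 1 (1338 CPM) or replicate 2 (1299 CPM), since leaving out a library where it is low raises the mean. At limits of 100 CPM and 3 on the log2 scale, 18 genes fell and 11 rose. The paper's limit is in TPM. Its abundance in Fig. 2A, read by eye, was a median of 21.0 times the mean TPM of the 4 libraries over 25 labelled genes. The limit of 1000 CPM used here is therefore not equal to the paper's.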

Most abundant genes (TPM ≥ 1000) with a high degree of expression change (−5 ≥ log2fold change ≥5) are downregulated. 

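SERPINI2, a serine protease inhibitor gene, had 3 counts in C1 and 0 in C2 against 179 in T1 and 18 in T2, a ratio of 58.0 with a 95% counting interval of 19.6 to 284 (adjusted p = 0.00462 from edgeR's quasi-likelihood test). Without control replicate 1, whose counts are the only ones in the controls, the fitted log2fold change of SERPINI2 was 9.21, adjusted p = 0.0232. CDH12, which encodes a type II cadherin, rose from 0.921 ± 0.0091 CPM (SD, n = 2) to 29.6 ± 2.39 CPM (SD, n = 2), a log2fold change of 5.01 (SE 0.28, adjusted p = 0.00184). WDR49, which encodes a WD repeat protein, had 1.05 ± 0.149 CPM in the controls and 35.7 ± 2.91 CPM in mammary carcinoma, with a log2fold change of 5.15 (SE 0.27, adjusted p = 0.00184). In the controls, SERPINI2, CDH12 and WDR49 each had fewer than 2 CPM.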

The most upregulated genes, on the other hand, are less abundant (TPM < 100), such as SERPINI2, which encodes a protease inhibitor protein; CDH12, which, despite its role in cell adhesion and proliferation, is not commonly studied in breast cancer; and WDR [16], a gene about which little is known. This MA plot profile is typical of cancers since the cell undergoes major changes, so highly upregulated genes are not common in that cell type, resulting in highly expressed genes that are not very abundant and vice-versa, as shown in Figure 2A.

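Among the 1112 called genes, those higher in carcinoma had a median of 13.5 CPM in the controls and 52.9 CPM in the carcinomas, and those lower in carcinoma had 43.1 and 9.39 CPM. GPX2 and SERPINI2 lay below the median of the controls and CLU and SLPI above it, while the myoglobin gene MB and the casein gene CSN1S1 lay below the median of the carcinomas. Over the mean of the 4 libraries, the medians were 34.4 CPM for the upregulated and 26.6 CPM for the downregulated genes. Spearman's correlation across the called genes between this mean and the size of the change was -0.36, and -0.14 with the mean TPM of the 4 libraries over the gene lengths of the tables. Genes with few counts pass the test only with large changes, so the call itself favours a negative correlation. With the signed change the correlation was 0.07 for the mean of the 4 libraries, -0.37 for the mean of the controls and 0.53 for the mean of the carcinomas. The change is the ratio of carcinoma to control. The signs for either tissue by itself, and the order of the medians by tissue, therefore largely follow from how the genes were called. Genes are not independent replicates, so no p is given for these correlations across genes.

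**Figure D1:**
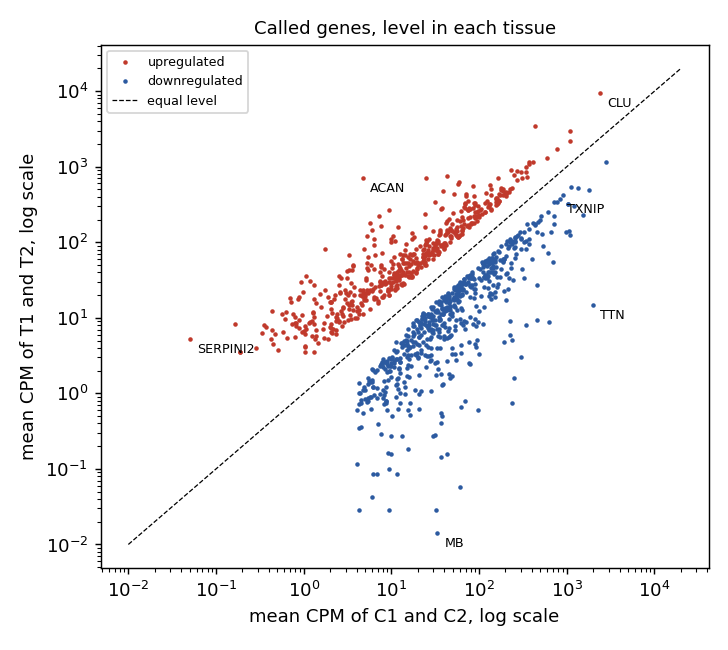
Mean CPM (TMM) of each called gene in the controls C1 and C2 (x axis, log scale) and in the carcinomas T1 and T2 (y axis, log scale), in red where upregulated and in blue where downregulated in carcinoma; the dashed line marks equal level. Genes at 0 in a group are not drawn, and TTN lies far to the lower right of ACAN, which lies far to the upper left.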

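The 10 genes with the largest rises in mammary carcinoma were ACAN, VMO1, GPX2, SERPINI2, COL2A1, WDR49, CDH12, SFRP2, CLEC3A and COL8A1. The 10 genes with the largest falls in the fit were MYL3, MB, TNNT3, MYL2, CSN1S1, ENSCAFG00000032415, MYLPF, FABP9, APOBEC2 and TTN. Of these falls, 6 belong to the list of striated muscle genes, and of the rises 4 belong to the lists of cartilage or stromal matrix genes. The changes were close in both pools for the cartilage genes ACAN, at 7.24 in pool 1 and 7.16 in pool 2, and COL2A1, at 4.93 and 4.98, as log2 ratios of carcinoma over control with a prior count of 2. TTN fell in both, with -6.63 in pool 1 and -7.36 in pool 2. ENSCAFG00000032415, for which the tables give no symbol, had 358 counts in the controls and 2 in the carcinomas, a ratio of 203 with a 95% counting interval of 55.7 to 1679.6.

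**Figure D2:**
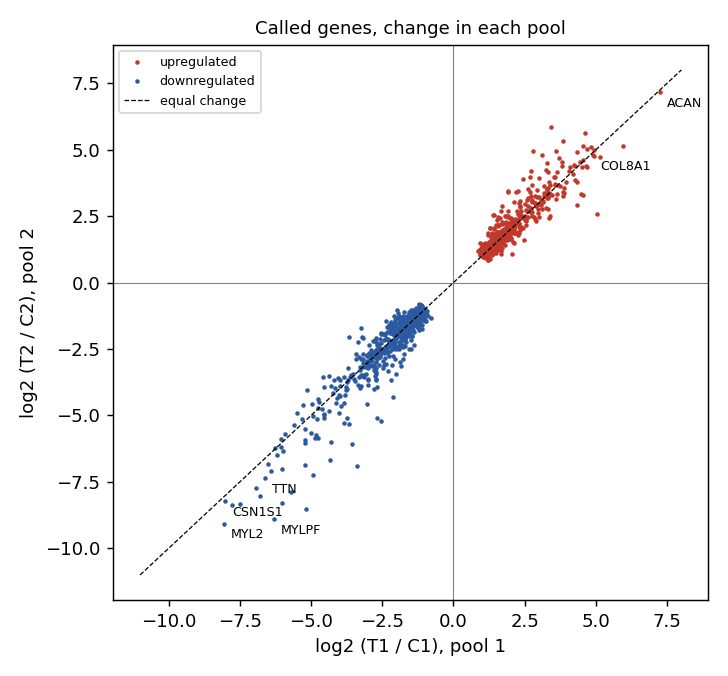
Log2 of T1 over C1 in pool 1 (x axis) and of T2 over C2 in pool 2 (y axis), from log2 CPM with a prior count of 2, for each of the 1112 called genes, upregulated in red and downregulated in blue; the dashed line marks equal change. ACAN lies at the upper right end and MYL2 at the lower left end.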

In the MA, we highlighted the 10 most and 10 least expressed genes among those differentially expressed in the comparative analysis between the mammary carcinoma and control groups; we observe that the downregulated genes had a log2fold change <−7, in contrast to the upregulated genes, which had a log2fold change >5. 

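COL8A1, which encodes a short-chain collagen of vessel walls and basement membranes, rose from 24.7 ± 0.178 CPM (SD, n = 2) in the controls to 709 ± 40.2 CPM (SD, n = 2) in mammary carcinoma, a log2fold change of 4.84 (SE 0.13, adjusted p = 0.000891 from edgeR's quasi-likelihood test). CLEC3A, a cartilage lectin gene of the tetranectin family, rose from 0.435 ± 0.0405 to 12.4 ± 1.09 CPM, with a log2fold change of 4.87 (SE 0.36, adjusted p = 0.00277). VMO1, which encodes a homolog of a protein of the egg's vitelline membrane, had a log2fold change of 5.92 (SE 0.80, adjusted p = 0.0109). Its counts were low in the controls, 3 in C1 and 1 in C2, against 169 in T1 and 40 in T2. VMO1 lost its call without control replicate 1, at 4.96 (adjusted p = 0.0745). ACAN, COL2A1 and the cadherin gene CDH12 were also upregulated.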

Most of the upregulated genes are related to tissue organization by encoding extracellular matrix component proteins (ACAN, VMO1, COL2A1, and COL8A1), as well as cell–cell (CDH12) and cell–extracellular matrix (CLEC3A) adhesion proteins. There are also genes involved in protecting the cell against oxidative stress (SERPINI2 and GPX2) and cell differentiation via the Wnt signaling pathway (SFRP2).

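GPX2, which encodes a glutathione peroxidase of epithelial cells, rose from 1.73 ± 0.825 CPM (SD, n = 2) to 81.4 ± 5.99 CPM (SD, n = 2), a log2fold change of 5.82 (SE 0.33, adjusted p = 0.00187 from edgeR's quasi-likelihood test). Of 17 measured genes of antioxidant defence, 5 rose and 1 fell (6 higher and 1 lower when adjusted over the list alone). The others that rose were the quinone reductase gene NQO1, at 2.00, PIR, at 1.58, the glutathione synthesis gene GCLM, at 1.46, and GSTM4, at 1.20, and the one that fell was TXNIP. GSTM4 lost its call without control replicate 1, control replicate 2 or mammary carcinoma replicate 1, at 1.32, 1.08 and 1.07 (adjusted p = 0.0705, 0.0632 and 0.117), and 2 rather than 1 of the list fell without control replicate 1. The list was higher in camera (adjusted p = 0.0109, but adjusted p = 0.331 with an estimated correlation and 0.206 with the pool as a block). SFRP2, which encodes a secreted modulator of Wnt signaling, rose from 7.16 ± 0.942 to 225 ± 0.987 CPM, a log2fold change of 4.93 (SE 0.15, adjusted p = 0.000891). Among 37 genes of Wnt signaling, 12 rose and 6 fell (14 higher and 7 lower when adjusted over the list alone), with a median of 0.37. The transcription factor gene LEF1 rose by 3.29 and the ligand gene WNT5A by 2.08, and RSPO2 and BAMBI rose as well, whereas SFRP4 had a log2fold change of -2.79 and the ligand gene WNT2 and the inhibitor gene DKK2 also fell. Camera gave an adjusted p of 0.0142 for this list (higher, adjusted p = 0.365 with an estimated correlation, and 0.124 with the pool as a block), and it did not pass without the genes the paper names. Both lists were chosen after Table S1 had been read, so their counts are not independent evidence.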

Most of those downregulated genes participate in muscle contraction by encoding skeletal and cardiac muscle components (TTN, MYLPF, TNNT3, MYL2, and MYL3) and the protein responsible for oxygen transport in these tissues (MB). In addition, some other downregulated genes are associated with the expression of genes involved in lipid metabolism (FABD9), encoding the major milk protein (CSN1S1) and an enzyme participating in mRNA editing (APOBEC2).

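Genes of striated muscle were lower in mammary carcinoma as a group: 30 of 34 measured members fell, none rose (0 higher and 30 lower when adjusted over the list alone), and the median log2fold change was -4.96, also with members at 0 counts set to their bound. MYL2, which encodes the regulatory light chain of slow and cardiac myosin, had 60.1 ± 0.359 CPM in the controls and 0.0572 ± 0.0809 CPM in mammary carcinoma, a log2fold change of -9.10 (SE 0.37, adjusted p = 0.00147 from edgeR's quasi-likelihood test). MB, which encodes myoglobin, had 1058 counts in the controls and 1 in the carcinomas, a ratio of 1198 with a 95% counting interval of 214 to 47348. The fast troponin gene TNNT3 had 1036 counts against 2, a ratio of 586 (95% counting interval 162 to 4848). MYL3, at 336 counts in the controls and 0 in the carcinomas, was at least 127-fold lower, with the carcinomas set to a floor of 3 counts over the group. The titin gene TTN fell by 7.05 on the log2 scale and the slow troponin gene TNNT1 fell by 6.11, and MYLPF, a fast skeletal myosin light chain gene, had a log2fold change of -7.26 in the fit. Without mammary carcinoma replicate 1, where T2 alone has 0 counts of MYLPF, that value was -12.07, adjusted p = 0.00217. Camera gave an adjusted p of 3.89e-36 for the list, and adjusted p = 0.287 with an estimated correlation. The list was chosen after Table S1 had been read, so its count is not independent evidence. Between the controls, the median log2 ratio of C1 over C2 was -0.29 over 34 members.

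**Figure D3:**
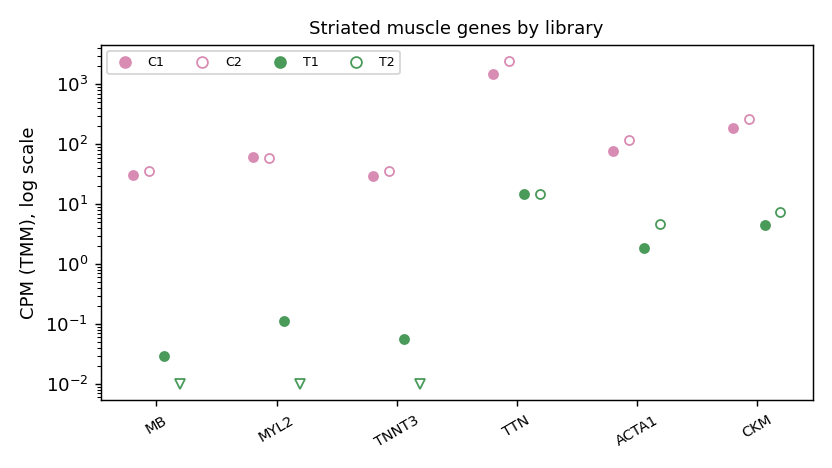
CPM after TMM scaling (log scale) of MB, MYL2, TNNT3, TTN, ACTA1 and CKM in the libraries C1, C2, T1 and T2, 1 point per library; a triangle at the foot marks a library with 0 counts. For each gene both controls lie above both carcinomas.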

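CSN1S1, which encodes a casein, fell from 236 ± 36.1 CPM (SD, n = 2) to 0.741 ± 0.207 CPM (SD, n = 2), a log2fold change of -8.11 (SE 0.24, adjusted p = 0.000891 from edgeR's quasi-likelihood test). Of 14 genes of milk and lactation, 9 fell and 3 rose (3 higher and 9 lower when adjusted over the list alone), with a median of -1.47 on the log2 scale. The alpha-lactalbumin gene LALBA had a log2fold change of -6.95 (SE 0.36, adjusted p = 0.00182), the butyrophilin gene BTN1A1 one of -3.64 (SE 0.26, adjusted p = 0.00259) and the prolactin receptor gene PRLR one of -1.68 (SE 0.13, adjusted p = 0.00291). CSN2, CSN3, ELF5 and XDH also fell, whereas the lactoferrin gene LTF rose from 429 ± 105 to 3409 ± 610.2 CPM, by 2.99 (SE 0.24, adjusted p = 0.00339), and MFGE8 and SLC34A2 rose with it, at 1.43 and 2.09. SLC34A2, a phosphate transporter gene, lost its call without control replicate 1 or control replicate 2, at 2.50 and 1.87 (adjusted p = 0.0613 and 0.069). FABP9, a fatty acid binding protein gene, had 1303 counts in C1, 126 in C2, 10 in T1 and 0 in T2, a log2fold change of -7.17 (SE 0.54, adjusted p = 0.0029) that was -11.85, adjusted p = 0.00218 without mammary carcinoma replicate 1, where T2 alone has 0 counts. APOBEC2, a member of the APOBEC deaminase family found in muscle, had 235 counts in the controls and 2 in the carcinomas, a ratio of 133 with a 95% counting interval of 36.4 to 1105. The milk list was lower in camera (adjusted p = 6.95e-07, adjusted p = 0.287 with an estimated correlation). It was chosen after Table S1 had been read, and its count is not independent evidence.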

In the gene ontology (Figure 2B), 28 relevant pathways were identified, which participate in tissue maintenance and the cell cycle and can be subdivided between cell support, migration, differentiation, proliferation, immune response, and ion regulation groups. In each pathway of the ontology, we analyzed the percentage of up- and downregulated genes differentiated by color, where red represents the percentage of upregulated genes and blue represents the percentage of downregulated genes. Thus, we observed that the cell differentiation pathways have the most downregulated genes, while the embryonic development pathway has the most upregulated genes. Furthermore, the most enriched pathways are related to cell adhesion, regulation of growth factor signaling, angiotensin signaling, and lactation.

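Of 26 measured basement membrane genes, 9 fell in mammary carcinoma and 2 rose (2 higher and 11 lower when adjusted over the list alone). FREM1, which encodes a basement membrane protein of the FRAS1 complex, had a log2fold change of -2.79 (SE 0.13, adjusted p = 0.00177 from edgeR's quasi-likelihood test), FRAS1 one of -1.46, the laminin gene LAMB1 -2.00 and the hemicentin gene HMCN1 -2.86, while the members that rose were COL4A6, at 1.45, and NPNT, at 1.22. NPNT lost its call without control replicate 1 or mammary carcinoma replicate 1, at 1.18 and 1.06 (adjusted p = 0.0726 and 0.0894). Camera gave an adjusted p of 0.000197 (lower, adjusted p = 0.287 with an estimated correlation). Of 20 integrin genes, 2 rose, ITGA10 at 2.20 and ITGB6 at 1.00, and 1 fell, ITGAX at -1.40 (2 higher and 1 lower when adjusted over the list alone). ITGB6, which lies at the fold limit, lost its call without control replicate 2 or mammary carcinoma replicate 1, at 0.95 and 0.87 (adjusted p = 0.0257 and 0.0347). The integrin list did not pass camera (adjusted p = 0.592), and with the pool as a block 4 of its members rose and 1 fell. In the insulin-like growth factor system, 3 of 16 genes rose and 6 fell (3 higher and 6 lower when adjusted over the list alone), with a median of 0.19, and it did not pass camera, whose direction was lower (adjusted p = 0.592). The ligand genes IGF1, at -2.12, and IGF2, at -4.37 (SE 0.39, adjusted p = 0.00413), fell, and so did HTRA3, a secreted serine protease gene, at -4.06, while the secreted glycoprotein gene STC2 rose by 1.93, IGFBP5 by 3.64 and PAPPA by 1.03. PAPPA lost its call without control replicate 1 or mammary carcinoma replicate 1, at 0.92 and 0.96 (adjusted p = 0.0689 and 0.0635). These lists were chosen after Table S1 had been read, so that their counts are not independent evidence.

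**Figure D4:**
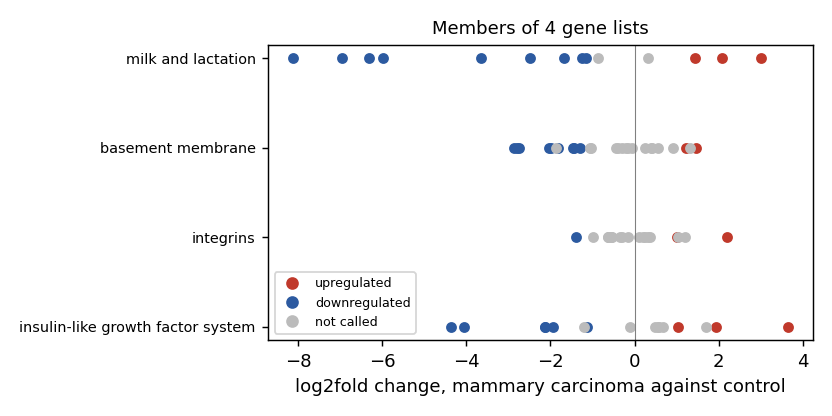
Log2fold change of each measured member (x axis) of 4 gene lists, milk and lactation, basement membrane, integrins and the insulin-like growth factor system, 1 point per gene, upregulated genes in red, downregulated genes in blue and genes not called in grey. Most called members of the milk and basement membrane lists lie left of 0.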

The cell chemotaxis pathway was included in the immune response set because it represents other pathways inducing positive chemotaxis of leukocytes, monocytes, and mast cells, which participate in the inflammatory response.

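Of 16 chemokine and chemokine receptor genes, 3 rose and 2 fell in mammary carcinoma (5 higher and 3 lower when adjusted over the list alone). The mucosal chemokine gene CCL28 rose from 42.0 ± 1.94 CPM (SD, n = 2) to 180.0 ± 4.10 CPM (SD, n = 2), with an adjusted p of 0.00182 from edgeR's quasi-likelihood test, and CXCL14 rose by 2.97 (SE 0.25, adjusted p = 0.00371). CXCL17 had a log2fold change of 2.76 (SE 0.37, adjusted p = 0.0111). CCL5, a chemokine gene of T and NK cells, fell, with a log2fold change of -2.29 (SE 0.22, adjusted p = 0.00481), and so did the stromal chemokine gene CXCL12, at -2.02. CXCL17 lost its call without control replicate 1, at 2.28 (adjusted p = 0.0614), and CXCL12 lost its call without mammary carcinoma replicate 1, at -1.89 (adjusted p = 0.0562). With the pool as a block 6 members rose and 3 fell, and camera gave an adjusted p of 0.293 without the block. The mast cell markers CPA3, which encodes a carboxypeptidase of mast cell granules, at -3.13, MS4A2, at -2.25, FCER1A, at -1.66, and GCSAML, at -2.24, fell and ENPP3 rose by 1.63, so that 4 of 9 markers were lower and 1 higher (1 higher and 5 lower when adjusted over the list alone), without passing camera (adjusted p = 0.0923). With 1 library left out, between 1 and 3 of these markers were lower, 1 without control replicate 1, 2 without control replicate 2, 2 without mammary carcinoma replicate 1 and 3 without mammary carcinoma replicate 2, and ENPP3 was not called without mammary carcinoma replicate 1, at 1.40, adjusted p = 0.0596. IL1RL1, another of the mast cell markers, was under the fold limit at 0.95 and passed that limit, at 1.09, without mammary carcinoma replicate 2. The chemokine list was chosen after Table S1 had been read and its count is not independent evidence.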

From the query of DEgenes in X2K Web, the regulation networks for the up- and downregulated genes were defined separately. In this way, 98 transcription factors were found that regulate the set of upregulated genes and 95 that regulate the downregulated genes (Supplementary Tables S2 and S3). Next, the ten transcription factors that most regulate each set (up- and downregulated genes) and their targets were highlighted, and the ontology of these targets was determined (Figure 3). The ontology of the upregulated targets (Figure 3A) indicated mainly immune, tissue organization, and hormonal pathways, highlighting the negative regulation of IL-5 and IL-13 production, the response to IL-4, the response to chronic inflammation, and the differentiation of immune system cells (granulocytes and TCD4 and TCD8 lymphocytes). Tissue organization comprises the pathways of negative regulation of plasminogen activation, positive regulation of fibroblast migration, integrin-mediated regulation and cell adhesion, assembly of the β-catenin-TCF complex, and regulation of the epithelial–mesenchymal transition (EMT). The hormonal pathways are the most enriched, among which we observed the regulation of the metabolic process of hormones, prostaglandin transport, and cellular response to testosterone stimulation, in addition to the regulation of the IGF receptor signaling pathway.

In the ontology of downregulated targets (Figure 3B), we mainly observed pathways of tissue organization and cell adhesion, processes that participate in the cell cycle, immune pathways, and muscle cell activity. The regulation of the integrin biosynthesis process and integrin-mediated cell adhesion are the most enriched pathways and those most associated with the transcription factors that regulate DE genes. It is also important to consider the formation of the basement membrane, the negative regulation of cell leakage, and endothelial cell proliferation in the budding process of angiogenesis among the pathways of tissue organization. The cell cycle processes range from the pyrimidine metabolic process and calcium ion sensing to the IGF receptor signaling pathway. The immune pathways include negative regulation of T-cell apoptosis, positive regulation of lymphocyte activation, and response to macrophage colony-stimulating factor. The pathways involved in muscle cell activity (actin–myosin filament sliding and sarcomere organization) are specific to the transcription factor MYOD1.

Interestingly, most of the highlighted transcription factors regulate both upregulated and downregulated genes, such as SUZ12, NFE2L2, SMAD4, TP63, REST, and AR (which is part of the DESeq set). These transcription factors regulate the same functions between the sets (up- and downregulated genes), although through different targets and pathways.

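SUZ12, SMAD4, TP63, NFE2L2 and REST did not pass both limits of the call between mammary carcinoma and the controls. SUZ12, a subunit of Polycomb repressive complex 2, had a log2fold change of -0.31 (SE 0.20, adjusted p = 0.367 from edgeR's quasi-likelihood test), SMAD4, the common mediator of TGFβ signaling, one of -0.52 (SE 0.11, adjusted p = 0.043), and TP63, a transcription factor of basal epithelium, one of -0.42 (SE 0.10, adjusted p = 0.0608). NFE2L2, the regulator of antioxidant genes, was at 0.07 (SE 0.17, adjusted p = 0.814) and REST, a repressor of neuronal genes, at -0.10 (SE 0.22, adjusted p = 0.799). NFE2L2 turned negative without control replicate 2, at -0.10, and without mammary carcinoma replicate 1, at -0.06, and REST turned positive without control replicate 1, at 0.10, and without mammary carcinoma replicate 2, at 0.08. The mRNA level of a transcription factor was measured, not its activity or its targets.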

Among the differentially expressed genes, 66 transcription factors (Figure 3) were found (Figure 4A), of which 29 are upregulated (Figure 4B), with two identified as regulators of the total set, and 37 are downregulated (Figure 4C), with six being regulators of the DEgenes set, which is the case of the AR gene.

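Of the 91 different transcription factors of Tables S2 and S3, 70 were analysed here, and 3 of these were upregulated in mammary carcinoma and 6 downregulated. RUNX1, a transcription factor of blood and epithelial lineages, rose from 229 ± 9.99 CPM (SD, n = 2) to 917 ± 58.0 CPM (SD, n = 2), with a log2fold change of 2.00 (adjusted p = 0.00195) in edgeR's quasi-likelihood test. TCF7L2, a transcription factor of Wnt signaling, rose by 1.15 (adjusted p = 0.00555) and BCL3, a regulator of NF-κB, by 1.62 (adjusted p = 0.0393). The estrogen receptor gene ESR1 fell, with a log2fold change of -1.87 (adjusted p = 0.00259), and so did KLF4, at -2.10 (adjusted p = 0.0399), STAT5A, the mediator of prolactin signaling, at -1.26 (adjusted p = 0.0287), the endothelial factor gene ERG, at -1.12 (adjusted p = 0.0176), and ZEB1. Without mammary carcinoma replicate 1, 3 rather than 6 were downregulated. KLF4 lost its call without control replicate 2 or mammary carcinoma replicate 1, at -1.81 and -1.62 (adjusted p = 0.0898 and 0.153). STAT5A lost its call without control replicate 2 or mammary carcinoma replicate 1, at -0.99 and -1.09 (adjusted p = 0.036 and 0.0552). ERG lost its call without control replicate 1, mammary carcinoma replicate 1 or mammary carcinoma replicate 2, at -1.13, -1.24 and -1.07 (adjusted p = 0.0929, 0.0593 and 0.055), and BCL3 lost its call without any 1 of the 4 libraries, at 1.45 to 1.83 (adjusted p = 0.0627 to 0.154). DESeq2 did not call BCL3 (log2fold change 1.64, adjusted p = 0.0748). TCF7L2, BCL3, STAT5A and ERG were named after their values had been seen, and MYOD1, GATA1, SOX2, SALL4 and TCF3 were not analysed here.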

Based on the data from the Human Protein Atlas, a Venn diagram was drawn with the set of DEgenes, the total secreted protein gene, and blood-secreted protein gene data (Figure 5A); thus, we identified 140 possible circulating protein genes that could be used as biomarkers. Among these genes, the ten most and least expressed genes in the MA graph were highlighted (Figure 5B).

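MFAP5, which encodes a glycoprotein of elastic fibers, fell from 224 ± 70.7 CPM (SD, n = 2) to 9.21 ± 1.25 CPM (SD, n = 2) in mammary carcinoma, a log2fold change of -4.56 (SE 0.29, adjusted p = 0.00209 from edgeR's quasi-likelihood test). MMRN1, a gene of endothelial cells and platelets, had a log2fold change of -4.04 (SE 0.35, adjusted p = 0.00381), and DGKB, a diacylglycerol kinase gene, one of -1.63 (SE 0.34, adjusted p = 0.0393). TCN1, which encodes a vitamin B12 binding protein, rose from 5 counts in C1 and 3 in C2 to 316 in T1 and 16 in T2, a log2fold change of 4.73 (SE 0.72, adjusted p = 0.0159). TCN1 lost its call without control replicate 1, at 3.32 (adjusted p = 0.0748), and DGKB lost its call without control replicate 1 or mammary carcinoma replicate 1, at -1.25 and -1.63 (adjusted p = 0.176 and 0.113).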

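MMP7, which encodes the matrix metalloproteinase matrilysin, rose from 1.17 ± 0.35 CPM (SD, n = 2) to 31.0 ± 0.742 CPM (SD, n = 2), a log2fold change of 4.58 (SE 0.30, adjusted p = 0.00215 from edgeR's quasi-likelihood test). LBP, the gene of the lipopolysaccharide binding protein, rose from 7.68 ± 2.25 to 165 ± 36.2 CPM, by 4.52 (SE 0.28, adjusted p = 0.00206). COL11A2, a fibrillar collagen gene of cartilage, had 1.32 ± 0.761 CPM in the controls and 27.3 ± 17.4 CPM in mammary carcinoma, with a log2fold change of 4.62 (SE 0.73, adjusted p = 0.0172), which was 3.78, adjusted p = 0.0601, and not called, without control replicate 1. Of 12 metalloproteinases and inhibitors, 3 rose and 1 fell (5 higher and 1 lower when adjusted over the list alone). TIMP3, an inhibitor of metalloproteinases, rose by 2.37 (SE 0.32, adjusted p = 0.0111) and MMP15 by 2.02 (SE 0.44, adjusted p = 0.0432), while MMP16 had -2.31 (SE 0.18, adjusted p = 0.00291). MMP15 lost its call without control replicate 1, control replicate 2 or mammary carcinoma replicate 2, at 1.83, 2.13 and 1.43 (adjusted p = 0.176, 0.0615 and 0.0857). With the pool as a block 5 members rose and 1 fell. Camera gave an adjusted p of 0.0229 (higher, adjusted p = 0.3 with an estimated correlation), and the list did not pass without the genes the paper names or over genes with at least 10 counts in every library. It was chosen after Table S1 had been read, so its count is not independent evidence.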

Among this set of genes that encode proteins secreted in the blood, the most expressed genes encode collagen (COL11A2 and COL8A1); however, the MMP7 also stands out, which encodes a metalloproteinase responsible for the breakdown of the extracellular matrix for tissue remodeling, as well as the LBP gene, which encodes a protein that binds to Gram-negative bacteria wall lipopolysaccharides and regulates the immune response. In addition, some genes are not very abundant (TPM < 10) but have high expressions, such as VSTM2A, which encodes a protein whose function is to regulate preadipocyte differentiation, and CNTN4, which encodes an axon-associated adhesion molecule.

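VSTM2A had 11 counts in C1, 0 in C2, 162 in T1 and 8 in T2, and its log2fold change was 3.63 (SE 0.69, adjusted p = 0.0304 from edgeR's quasi-likelihood test). CNTN4, the gene of contactin 4, rose from 3.65 ± 0.579 CPM (SD, n = 2) to 12.8 ± 1.73 CPM (SD, n = 2), by 1.79 (SE 0.30, adjusted p = 0.0212) on the log2 scale. VSTM2A lost its call without control replicate 1, at 8.77 (adjusted p = 0.0563), and the low-count filter removed it without mammary carcinoma replicate 1. CNTN4 lost its call without control replicate 1, control replicate 2 or mammary carcinoma replicate 1, at 1.94, 1.67 and 1.59 (adjusted p = 0.0899, 0.0724 and 0.0814).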

On the other hand, the least expressed gene is ALB, which encodes albumin, and is already associated with a worse prognosis in women with breast cancer [17]. Also noteworthy are the genes SPP2, which encodes a protein of the cystatin superfamily, and CLEC3B, which encodes a lectin type C member 3 of family 3, which is associated with metastasis and tumor invasion [18] in other cancers, such as hepatocellular carcinoma. Moreover, there are very abundant genes (TPM > 10,000) that have low expression, as is the case of genes LUM, which encodes the lumican protein, which regulates the organization of collagen fibrils, and COL3A1, which encodes the α1 chain of collagen type 3 and is found mainly in connective tissues of organs such as the lungs, uterus, and vascular system.

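ALB, the albumin gene, fell from 6.91 ± 0.914 CPM (SD, n = 2) to 0.0858 ± 0.121 CPM (SD, n = 2), a log2fold change of -5.47 (SE 0.54, adjusted p = 0.00496 from edgeR's quasi-likelihood test). Its carcinoma counts were 6 in T1 and 0 in T2, and without mammary carcinoma replicate 1 the fitted value was -9.45, adjusted p = 0.0112. Among 9 measured genes of plasma proteins made in the liver, 2 rose and 4 fell (2 higher and 4 lower when adjusted over the list alone). The transferrin gene TF rose by 2.25 (SE 0.13, adjusted p = 0.00189) and the alpha-1-antitrypsin gene SERPINA1 by 2.01 (SE 0.16, adjusted p = 0.00308), whereas ITIH2, which encodes a hyaluronan-binding plasma protein, fell, at -3.88 (SE 0.37, adjusted p = 0.00467), and SPP2 and VTN also fell, the latter at -3.34. VTN lost its call without mammary carcinoma replicate 1, at -2.19 (adjusted p = 0.091). The list did not pass camera (adjusted p = 0.268), but did so as lower without control replicate 1 (adjusted p = 0.0355) and as higher over genes with at least 10 counts in every library (adjusted p = 0.00358), with 0.00358 to 0.656 over the alternatives of the gene list plasma proteins of the liver. It was chosen after Table S1 had been read and its count is not independent evidence.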

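SPP2, which encodes secreted phosphoprotein 2, fell from 78.9 ± 3.43 CPM (SD, n = 2) to 2.44 ± 0.511 CPM (SD, n = 2), a log2fold change of -4.91 (SE 0.21, adjusted p = 0.0015 from edgeR's quasi-likelihood test). CLEC3B, the gene of the plasminogen-binding protein tetranectin, had 24.0 CPM in C1 and 73.3 CPM in C2 against 1.68 ± 0.149 CPM in mammary carcinoma, and a log2fold change of -4.87 (SE 0.69, adjusted p = 0.0125). In pool 1 CLEC3B changed by -3.84 and in pool 2 by -5.27, as log2 ratio of carcinoma over control.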

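COL3A1, which encodes the chain of type III collagen, fell from 2835 ± 297 CPM (SD, n = 2) to 1148 ± 248 CPM (SD, n = 2), a log2fold change of -1.30 (SE 0.19, adjusted p = 0.0142 from edgeR's quasi-likelihood test). LUM, the lumican gene, had 706 ± 266 CPM in the controls and 344 ± 91.5 CPM in mammary carcinoma, with a log2fold change of -1.04 (SE 0.32, adjusted p = 0.108), and was not called. LUM was lower in carcinoma in both pools and was called with the pool as a block (log2fold change -1.04, adjusted p = 2.73e-47 from edgeR's quasi-likelihood test). The block fit put the spread left between libraries at 4.64%, so this p covers little beyond counting error in 2 pairs of pooled libraries. It does not measure the spread between dogs. Without control replicate 2 LUM was called, at -1.38, adjusted p = 0.0175, and the value was -0.64, adjusted p = 0.261 without control replicate 1.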

Gene ontology of the set of 140 genes encoding proteins secreted in the blood was performed (Figure 5C). In this analysis, 26 relevant pathways were identified, which are associated with immune response, extracellular matrix organization, angiogenesis, and cell cycle processes such as proliferation, migration, and cell death. We observed that the signaling and activation pathways of immune system cells and chemotaxis of these cells are enriched with only upregulated genes. The negative regulation pathway of plasminogen activation also comprises only upregulated genes and is one of the most enriched pathways. 

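Of 6 measured genes of the plasminogen system, 3 rose and 1 fell (3 higher and 1 lower when adjusted over the list alone). The thrombospondin gene THBS1 rose from 274 ± 15.7 CPM (SD, n = 2) to 878 ± 47.6 CPM (SD, n = 2), a log2fold change of 1.68 (SE 0.12, adjusted p = 0.00261 from edgeR's quasi-likelihood test), and SERPINI2 rose as well, whereas CLEC3B, whose product binds plasminogen, fell. SERPINE2, at 0.92, and the urokinase gene PLAU, at 0.58, were not called. Camera gave an adjusted p of 0.00254 (higher, adjusted p = 0.332 with an estimated correlation, 0.0561 with the pool as a block, and 0.105 without control replicate 1). The list was chosen after Table S1 had been read, so its count is not independent evidence.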

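Of 20 complement genes, 3 rose and 4 fell in mammary carcinoma (3 higher and 5 lower when adjusted over the list alone). The list did not pass camera (adjusted p = 0.332) but passed fry as lower (adjusted p = 0.0364). CLU and CD59, which encode inhibitors of the terminal pathway, rose, CD59 by 1.34 (SE 0.14, adjusted p = 0.00588 from edgeR's quasi-likelihood test), and C1RL rose too. C7, a component of the membrane attack complex, fell from 87.8 ± 0.561 CPM (SD, n = 2) to 23.8 ± 2.13 CPM (SD, n = 2), a log2fold change of -1.87 (SE 0.14, adjusted p = 0.00267), and CD55 and VTN, which encode regulators of complement, also fell, VTN not without mammary carcinoma replicate 1 (-2.19, adjusted p = 0.091). C1R, a protease gene of the classical pathway, had a log2fold change of 0.91 (SE 0.11, adjusted p = 0.00848), under the fold limit. The list was chosen after Table S1 had been read, so that its count is not independent evidence.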

Other more enriched pathways are the pathways of response to chronic inflammation and regulation of cytotoxicity of the complement system. However, the angiogenesis-related pathways were the least enriched, while the set of extracellular matrix organization pathways is well-enriched and common to all performed ontologies. It is possible to separate them into pathways related to cell adhesion, the organization of extracellular matrix components, and their degradation, which allows for cell invasion.

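Among 30 genes of the fibrillar and stromal matrix, 9 fell and 5 rose (6 higher and 13 lower when adjusted over the list alone), and with the pool as a block 14 fell and 7 rose. COL14A1, a collagen gene of fibrils, fell from 702 ± 66.0 CPM (SD, n = 2) to 54.6 ± 4.43 CPM (SD, n = 2), a log2fold change of -3.68 (SE 0.14, adjusted p = 0.00147 from edgeR's quasi-likelihood test), the decorin gene DCN fell, at -3.13 (SE 0.18, adjusted p = 0.00187), and COL6A3 fell, at -2.03 (SE 0.12, adjusted p = 0.00195). The members that rose were COL8A1, COL12A1, LOXL3, THBS1 and the tenascin gene TNC. Camera gave this list an adjusted p of 0.0959 (adjusted p = 0.506 with an estimated correlation), which passed as lower without control replicate 1 (adjusted p = 0.000151), control replicate 2 (adjusted p = 0.0351) or mammary carcinoma replicate 2 (adjusted p = 0.00811). Of 20 fibroblast markers, some of them in the same list, 16 fell. Of 15 endothelial markers, 8 fell and none rose (0 higher and 10 lower when adjusted over the list alone), with the platelet-endothelial adhesion gene PECAM1 at -1.72 (SE 0.15, adjusted p = 0.00374), the VE-cadherin gene CDH5 at -1.51 (SE 0.19, adjusted p = 0.00906), EMCN at -1.36 (SE 0.20, adjusted p = 0.0151) and CD34 at -1.30 (SE 0.17, adjusted p = 0.0102). CD34 lost its call without control replicate 1, at -1.32 (adjusted p = 0.0527), and 5 endothelial markers fell without that library. Camera gave the endothelial list an adjusted p of 6.91e-06 (lower, adjusted p = 0.263 with an estimated correlation).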

## 3. Discussion

With RNA-seq, we obtained four sequencing libraries, two tumoral libraries (T1 and T2) from tissues histologically classified as mammary ductal carcinoma [11], and two control libraries (C1 and C2) from adjacent non-tumor tissue. When comparing carcinoma tissue and normal tissue, we found 633 downregulated and 573 upregulated genes, which were able to differentiate the groups by PCA.

These results indicate that some of the genes highlighted in the MA plot can be related to a poor prognosis in human breast cancer and other carcinomas, mainly by stimulating invasion capacity and metastasis at a distance and to lymph nodes. This are the case with the high expression of CLU and SLPI, upregulated genes in the tumor samples (Figure 2A) that are correlated to cell migration and invasion capacity, favoring metastasis and therefore resulting in more severe disease [19,20,21]. CLU encodes the protein isoform sCLU, exhibits chaperone activity, so it is overexpressed in stress situations to ensure the protection of cells from apoptosis through p53-dependent and p53-independent pathways. In addition, it participates in extracellular matrix organization and contributes to the ease of cells’ intravasation of blood and/or lymphatic vessels because it modulates the activity of MMP9 [22]. On the other hand, SLPI can prevent tissue destruction and regulates the inflammatory response [23]. This protein can also induce vasculogenic mimicry [21], a type of angiogenesis characterized by the formation of microvascular channels composed of tumor cells, which feed the tumor and allow for the perfusion of cells through the vessels [21,24].

Another interesting transcript is SERPINI2, which is overexpressed, although not very abundant (Figure 2A). This gene encodes a myoepithelial serine proteinase inhibitor (MEPI), which is indirectly involved in reducing plasminogen activation, whose negative regulation pathway is highly enriched. This plasminogen protection occurs in cells with high expression of SERPINI2, as observed in our results. Studies indicate that in breast tumors, the expression of this gene is not observed; however, with transfection of MEPI cDNA into breast neoplastic cells, inhibition of invasion is observed [25].

These results also draw attention to the WDR49 transcript, which is encoded by a gene that is not commonly studied in breast cancer and with scarce information available about its specific functions [26]. Furthermore, it participates in a family of genes that encode proteins regulating various cellular functions, such as cell division and cell fate determination, ontology-enriched pathways, transcription, transmembrane signaling, mRNA modification, and vesicle fusion [27,28]. However, in a GWAS study of patients with hepatocellular carcinoma and chronic hepatitis B virus (HBV) infection, Han et al. (2020) reported low expression of WDR49 [29].

The proteolysis of the extracellular matrix, represented, for example, by the high expression of MMP7 (Figure 5B), is relevant for cell invasion and metastasis. However, excessive connective tissue formation is characteristic of human mammary ductal carcinoma [30], and the density and organization of collagen fibrils can regulate the progression of mammary tumors in humans, mice, and dogs [31]. We observed high expression of several collagen types (COL2A1, COL8A1, COL11A1, and COL11A2). These collagens can be used as myoepithelial markers and are involved in the progression of canine mammary ductal carcinoma in situ to invasive carcinoma, mainly by activating the TGFβ signaling pathway, which is related to epithelial–mesenchymal transition (EMT), invasion, and stem cell characteristics [32,33,34]. Likewise, other overexpressed genes in breast carcinoma samples related to EMT are SFRP2 [32,33,34], which modulates Wnt signaling, a pathway highly enriched in ontologies that act on EMT, among other tumor development processes [34]; and CDH12 [35,36], which encodes a type 2 N-cadherin from the family of proteins responsible for calcium-mediated cell adhesion. This function is associated with gene ontology, since the cell adhesion, homeostasis, and calcium transport pathways are highly enriched.

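COL11A1, a fibrillar collagen gene of cartilage, rose from 43.1 ± 1.61 CPM (SD, n = 2) to 759 ± 19.5 CPM (SD, n = 2), a log2fold change of 4.14 (SE 0.12, adjusted p = 0.000891 from edgeR's quasi-likelihood test). COL2A1, the gene of the main collagen of hyaline cartilage, rose from 5.66 ± 2.49 to 179 ± 81.5 CPM, with a log2fold change of 5.16 (SE 0.49, adjusted p = 0.00478). COL8A1 and COL11A2 were also upregulated, COL11A2 not without control replicate 1 (3.78, adjusted p = 0.0601). Among the stromal collagens, COL3A1, COL5A3, COL6A3 and COL14A1 were downregulated and COL12A1 was upregulated, by 1.51 (adjusted p = 0.0035), while COL1A1, at -1.59, COL1A2, at -0.77, COL5A1, at -0.36, COL5A2, at 0.55, and COL8A2, at 2.34, were not called. COL5A3 lost its call without control replicate 2 or mammary carcinoma replicate 1, at -1.64 and -1.80 (adjusted p = 0.057 and 0.0658).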

Transcription factors are also involved in EMT, such as the high expression of ZEB1 related to the high expression of CDH12 [35]. 

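ZEB1, a transcription factor gene of the epithelial-mesenchymal transition, fell from 609.7 ± 129.9 CPM (SD, n = 2) to 249 ± 24.2 CPM (SD, n = 2) in mammary carcinoma, a log2fold change of -1.29 (SE 0.19, adjusted p = 0.0131 from edgeR's quasi-likelihood test). Of 13 measured genes of this transition, 3 rose and 1 fell (3 higher and 1 lower when adjusted over the list alone). PRRX1, a mesenchymal transcription factor gene, rose by 1.91 (SE 0.22, adjusted p = 0.00704), and the N-cadherin gene CDH2 by 1.72, while the vimentin gene VIM had 0.78 (SE 0.13, adjusted p = 0.0194), under the fold limit, and the E-cadherin gene CDH1 had 0.04. CDH2 lost its call without control replicate 1, control replicate 2 or mammary carcinoma replicate 1, at 1.61, 1.76 and 1.60 (adjusted p = 0.143, 0.0719 and 0.0778). With the pool as a block 3 rose and 2 fell, while 2 rose and 2 fell without control replicate 2 or mammary carcinoma replicate 1, and the list did not pass camera (adjusted p = 0.272). The list was chosen after Table S1 had been read and its count is not independent evidence.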

ZEB1 regulates upregulated genes in breast tumor tissue; however, this transcription factor was found to be downregulated in the present study (Figure 4C). 

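MECOM, which encodes a zinc finger transcription factor, rose from 11.9 ± 2.75 CPM (SD, n = 2) to 159.9 ± 4.45 CPM (SD, n = 2) in mammary carcinoma, a log2fold change of 3.69 (SE 0.19, adjusted p = 0.00182 from edgeR's quasi-likelihood test). The carcinoma levels were 163 CPM in T1 and 157 CPM in T2, and both were above the control levels of 13.9 CPM in C1 and 9.97 CPM in C2.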

MECOM is one of the more upregulated genes encoding transcription factors. This transcription factor acts as a histone methyltransferase involved in the regulation of several cellular functions, including cell proliferation [37], as it is classified as a stem cell transcription factor by regulating a set of cadherins [29]. Thus, high expression of MECOM is related to an increased risk of early death. Moreover, the higher the expression, the more advanced the stage of the disease [38].

ACAN is also involved in extracellular matrix remodeling and showed the highest fold change in the mammary ductal carcinoma samples. It encodes a proteoglycan specific to cartilaginous tissue, as does COL2A1, as discussed earlier. 

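ACAN, the aggrecan gene, rose from 4.76 ± 1.46 CPM (SD, n = 2) to 712 ± 188 CPM (SD, n = 2), a log2fold change of 7.34 (SE 0.34, adjusted p = 0.00182 from edgeR's quasi-likelihood test), the largest rise among the called genes. Of 22 genes of cartilage matrix, 14 rose and 1 fell (15 higher and 1 lower when adjusted over the list alone), with a median of 3.13 on the log2 scale. PRELP, which encodes a proteoglycan of connective tissue, rose by 3.08 (SE 0.12, adjusted p = 0.00147) and SOX6, a chondrogenic transcription factor gene, by 2.63 (SE 0.12, adjusted p = 0.00182), and HAPLN1, COL2A1, COL11A1 and COL11A2 were also upregulated. CILP, the cartilage intermediate layer protein gene, fell, and SOX9, at 0.53, was not called. Camera gave an adjusted p of 1.60e-15 (higher, adjusted p = 0.263 with an estimated correlation). The list was chosen after Table S1 had been read, so its count is not independent evidence.

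**Figure D5:**
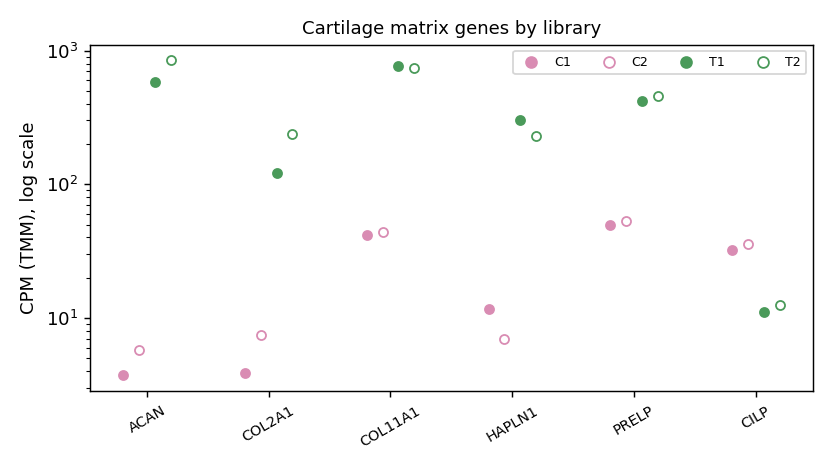
CPM after TMM scaling (log scale) of ACAN, COL2A1, COL11A1, HAPLN1, PRELP and CILP in the libraries C1, C2, T1 and T2, 1 point per library. In ACAN, COL2A1, COL11A1, HAPLN1 and PRELP both carcinomas lie above both controls, and in CILP both lie below.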

There is evidence that the presence of these markers indicates metaplasia with cartilaginous characteristics [39,40]. In contrast, human mammary ductal carcinomas show no difference in ACAN expression [41], which is understandable, since metaplasia is uncommon in human breast cancers [39] but is frequent in benign tumors classified as mixed in dogs [11].

LUM encodes the lumican proteoglycan, a major component of the extracellular matrix, and plays an important role in angiogenesis, regulation of collagen fibrogenesis, cell invasion, and growth, which are important activities in tumor progression [33,40]. Its expression in breast cancer is controversial [40], but studies show that the downregulation of LUM in human breast cancers is associated with a worse prognosis [41]. Such an expression profile can be observed in the results reported herein, as despite being abundant, LUM was found to be downregulated.

Like LUM, TXNIP was abundant but downregulated in the analyzed tumor samples. This gene encodes the thioredoxin binding protein, which, by binding with thioredoxin, inhibits its function, causing the accumulation of reactive oxygen species, which are important for the control of oxidative stress in cells and, consequently, the induction of apoptosis and inhibition of cell proliferation [42,43]. Thus, it can be considered a tumor suppressor, and its reduced expression is associated with several cancers, such as hepatocellular carcinoma, lung cancer, and breast cancer in humans [43], mice, and dogs [44]. Knockdown of the TXNIP gene in MCF-7 cells causes a reduction in the inhibitory effect on cell growth [44].

The most downregulated genes are characteristic of muscle cells (MYL2, MYL3, MYLPF, TTN, and TNNT3). In a transcriptional study of tissues from different types of canine mammary carcinoma, muscle-related pathways such as cardiac muscle morphogenesis, skeletal muscle adaptation, and muscle adaptation were enriched and associated with downregulated genes in canine mammary ductal carcinoma tissues [45]. Similarly, several cell motility pathways, as well as extracellular matrix organization, were enriched and associated with upregulated genes [45]. Furthermore, these genes and proteins have been found to be significantly less expressed in breast cancers [45,46] and other carcinomas, such as oral [47,48] and tongue squamous cell cancer [49], as well as neck and head squamous cell cancer either in association with smoking or not [50,51].

On the other hand, high expression of TTN and MYL3 genes can be described as a biomarker of a worse prognosis in Ewing’s sarcoma [52]. TTN was also reported to be more expressed in gastric adenocarcinoma [53]. TTN gene and the protein encoded by it are large and therefore more susceptible to mutations and related to muscle weakness, heart disease, muscular dystrophy, and breast cancer [54]. Single-nucleotide polymorphisms (SNPs) in the TNN3 gene are associated with increased mammographic density, which is a risk factor for the development of breast carcinoma [55]. The abundant but most downregulated MB gene encodes the monomeric protein myoglobin, which is responsible for the transport and storage of O_2_ in muscle tissues. However, it has been shown that human breast epithelial cells also express this gene [56,57,58,59]. High expression of MB is observed in 40% of ductal carcinomas [58]; however, there are significant cases of downregulation of this gene in human breast cancer cells [59]. This indicates that MB may be a tumor suppressor associated with a better prognosis when upregulated because the higher the expression, the less aggressive the disease [58]. High expression of MB is associated with lower cell proliferation by affecting the dynamics of mitochondria, causing mitochondrial hyperfusion and preventing cell cycle progression from G1 to the S phase [59]. It also indicates a change in the energy matrix of the cell, since inactivation of the gene in vivo and in vitro leads to increased O_2_ uptake, energy substrate switch from fatty acids to glycolysis (which may be associated with the downregulated FABP9 gene) (therefore less O_2_ consumption), and increases in the activity of mitochondrial enzymes [56,58]. Although the molecular mechanisms related to MB are not yet well elucidated, this gene is commonly studied in breast and other hormone-dependent cancers such as prostate cancer because of its relationship with ERs (estrogen receptors). Just as long-lasting hypoxia leads to the overexpression of this gene, its downregulation seems to be related to estrogen exposure [57,58]. One study showed that when breast tumor cells expressing RE (RE+) were exposed to β-estradiol, they showed lower expression of MB, possibly via regulation of RUNX1 [56], one of the transcription factors observed to be differentially expressed in the present study and which regulates this set of genes.

The genes that encode proteins secreted into the blood and that were mostly downregulated and upregulated are ALB and LBP, respectively. Studies indicate that a decreased serum albumin level, a protein encoded by the ALB gene, is related to shorter survival in breast cancer patients [16,60,61], while high levels reduced the risk of death by 45% [62]. This effect may be due to albumin’s role in inhibiting estrogen-responsive tumor cell proliferation [63]. On the other hand, LBP encodes a lipopolysaccharide-binding protein, so it plays a role in the inflammatory response against bacteria by initiating the innate immune response. Therefore, it is related to inflammatory processes in the breast that lead to stromal remodeling and the development and progression of cancer in this tissue in humans [63] and mice [64]. Among these processes, breast involution [64], which resembles the wound healing process, and amyloidosis have been studied, with LBP showing amyloidogenic capacity [65].

We recognize the limitations of this study, including the need to validate the differential expression in a larger number of cases analyzed independently. Additionally, this study would be more informative if it had included samples of tumors in stages with different degrees of evolution. Such efforts are being pursued in our ongoing studies. Despite these limitations, our data indicate the main transcripts deregulated in canine mammary ductal carcinoma. As previously discussed, many of these genes have already been related to greater aggressiveness and worse prognosis in mammary carcinomas and other human and canine tumors, highlighting the ten most upregulated genes. Furthermore, such alterations allowed us to infer the main deregulated pathways, which will contribute to a better understanding of the disease in dogs. Finally, our study of the canine transcriptome seems to indicate that this is an excellent model to generate information relevant to oncology in both species.

## 4. Materials and Methods

### 4.1. Casuistry

Canine specimens were obtained from female dogs (*n* = 6) with naturally occurring primary mammary ductal carcinoma receiving treatment at the Veterinary Surgery and Anesthesiology Service (São Paulo State University (UNESP), Botucatu, SP, Brazil). Tumor tissue and adjacent non-tumoral tissue were obtained from surgeries that were part of standard treatment protocols. The histopathological classification as ductal mammary carcinoma (T1N0M0) was confirmed by two independent veterinary pathologists according to Goldschmidt et al. [11]. The female dogs included in this study were non-castrated, of different breeds (Poodle (1), Yorkshire Terrier (1), and mixed-breed (4)), and aged 5 to 14 years.

### 4.2. Ethical Premises

The study design and experimental protocols were approved by the Ethics Committee on the Use of Animals (CEUA) of the School of Veterinary Medicine and Animal Science of São Paulo State University (FMVZ-UNESP), Botucatu-SP, Brazil (protocol 49/2011) in accordance with the institutional policy and guidelines for ethical conduct in the care and use of animals.

All samples were obtained from surgeries that were part of standard treatment protocols following the attainment of written informed consent from the owners, and strict confidentiality of the owners and their dogs was maintained.

### 4.3. Methodology

Sequencing: The tissue was preserved in RNAlater at −70 °C until processing. First, 50 mg of tissue sample was triturated using a Precellys homogenizer^®®^ 24-Dual (Bertin Technologies, Rockville, Washington, DC, USA). We extracted the total RNA of the samples using TRIzol (Thermo Scientific, Waltham, MA, USA). Then, RNA was quantified using a Qubit RNA assay kit on a Qubit 2.0 fluorometer (Thermo Scientific, Waltham, MA, USA), and integrity (RIN > 8) was confirmed on an Agilent 2100 bioanalyzer (Agilent Technologies, Germany). Subsequently, this material was pooled, forming four groups: two tumoral groups (each composed of three samples of independent specimens) and two normal groups (each composed of three paired samples of normal tissue). We used each pool to build the four sequencing libraries. The cDNA libraries were built with a TruSeqTM Stranded Total RNA Sample Preparation Kit v2 (Illumina, San Diego, USA), and sequencing was performed on the NextSeq 500 System platform (Illumina, San Diego, USA) using a NextSeq 500/550 High Output v2 150 cycles (Illumina, San Diego, USA) sequencing kit according to the manufacturer’s instructions.

Statistical Analysis: First, the data obtained from sequencing were subjected to quality and cleanliness analysis. The minimum Phred score was 32 per position in the alignment. Then, we mapped the paired-end reads to the dog reference genome using TopHat2 with the following parameters: mate-inner-dist, 200; mate-std-dev, 100; no-novel-juncs; min-intron-length, 40. The number of counts was obtained using HTSeq with default settings and normalized by DESEq2 (version 1.26). Significantly differentially expressed genes were considered those with *p* < 0.05 and |log2fold change| ≥1. The abundance of mRNA transcripts was determined by converting transcripts per one million base pairs of mapped reads (TPM—transcripts per million).

Gene Ontology Enrichment (GO) was performed in the Enrichr platform (https://maayanlab.cloud/Enrichr/; accessed on 29 June 2021) [12] based on a hypergeometric test with Benjamini–Hochberg correction. We considered enriched processes with *p* < 0.05.

Identification of Transcription Factors: Using the X2K Web platform (https://maayanlab.cloud/X2K/; accessed on 21 August 2021) [13], it was possible to identify the upstream regulation networks of upregulated and downregulated genes separately, indicating the transcription factors that regulate such sets of genes. In addition, we distinguished which differentially expressed genes encoded transcription factors by comparing them to the Human Protein Atlas transcription factor database (www.proteinatlas.org; accessed on 21 August 2021) [14].

Identification of the Secretome: From the Human Protein Atlas database of secreted proteins, it was possible to identify which differentially expressed genes encode blood-secreted proteins, which could be potential non-invasive biomarkers.

## Figures and Tables

**Figure 1:**
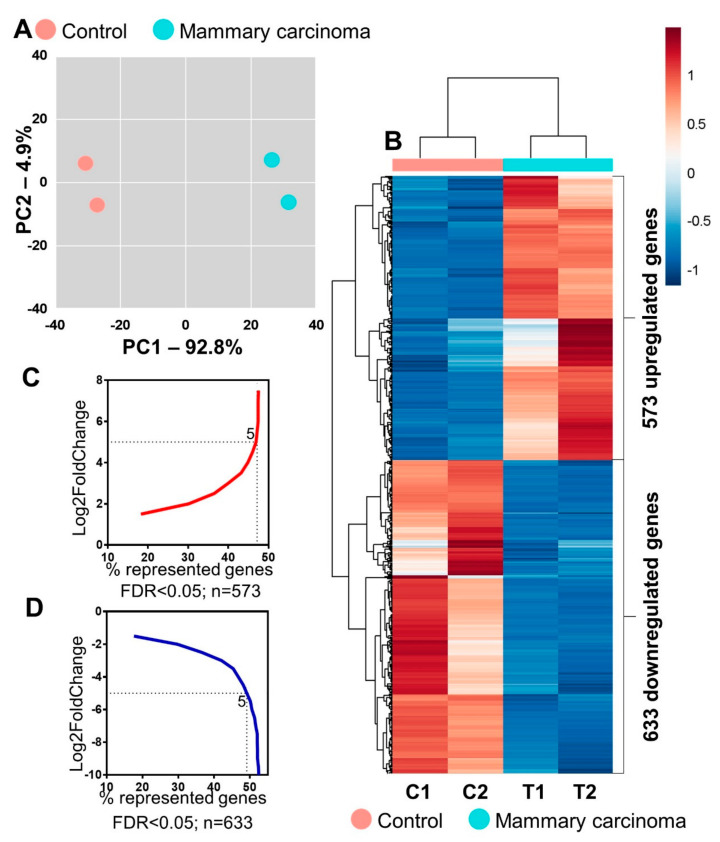
Transcriptional analysis of mammary carcinoma samples from female dogs showed a differential gene expression profile. (**A**) Principal component analysis of the expression of the control (pink) and mammary carcinoma (green) genes showed a high percentage variance between the control and breast carcinoma groups (PC1 = 92.8%) but low variance within each group (PC2 = 4.9%). (**B**) Heatmap with the 1206 differentially expressed genes between the two groups: control (pink) and mammary carcinoma (green). (**C**) Graph of log2fold change distribution of upregulated (red) and (**D**) downregulated (blue) genes.

**Figure 2:**
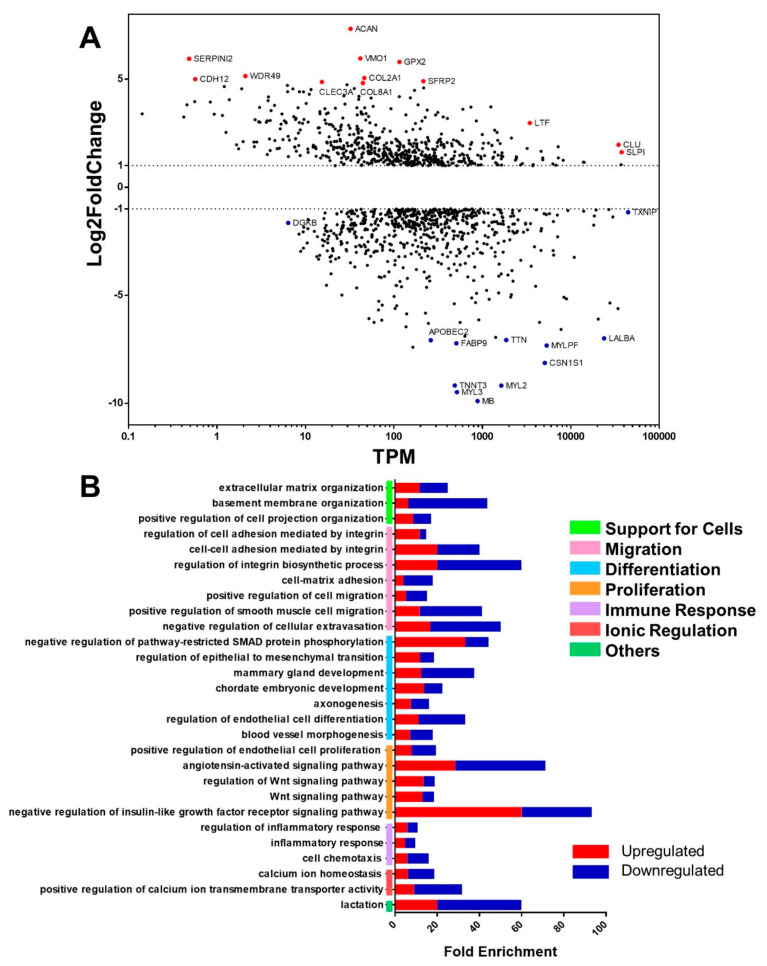
Genes and cell pathways associated with mammary carcinoma in female dogs. (**A**) MA scatter plot that indicates the mean count abundance (TPM, transcripts per million) and the degree of regulation (log2fold change). Genes with a log2fold change >1 are overexpressed, and genes with a log2fold change <1 are underexpressed in the mammary carcinoma group compared to normal tissue. The genes that showed greater abundance and a higher degree of positive regulation are highlighted in red, and the abundant genes with a high degree of negative regulation are highlighted in blue. (**B**) Analysis of differentially expressed gene enrichment in breast carcinoma, highlighting the main affected pathways. The colored bars indicate the percentage of upregulated (red) and downregulated (blue) genes among the total genes of each pathway.

**Figure 3:**
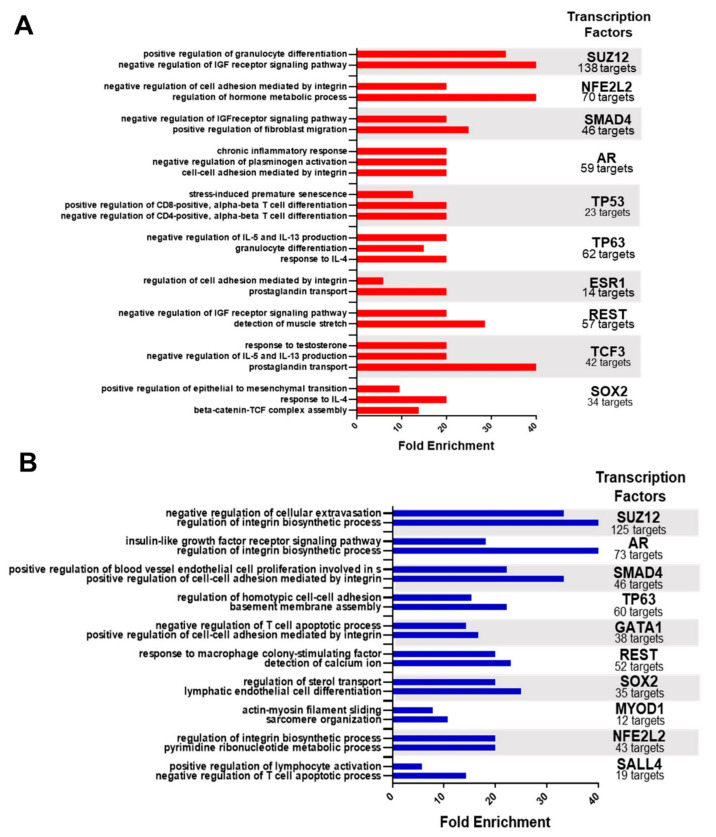
Regulation pathways of differentially expressed transcription factors. (**A**) Enrichment analysis of target genes of the transcription factors that upregulate genes in mammary carcinoma. (**B**) Enrichment analysis of target genes of the transcription factors that downregulate genes in breast carcinoma. The main affected pathways of the main transcription factors and the number of targets are highlighted. The colored bars indicate the percentage of upregulated (red) and downregulated (blue) genes among the total genes of each pathway; the transcription factors that regulate the number of targets associated with the enriched pathways are highlighted on the right.

**Figure 4:**
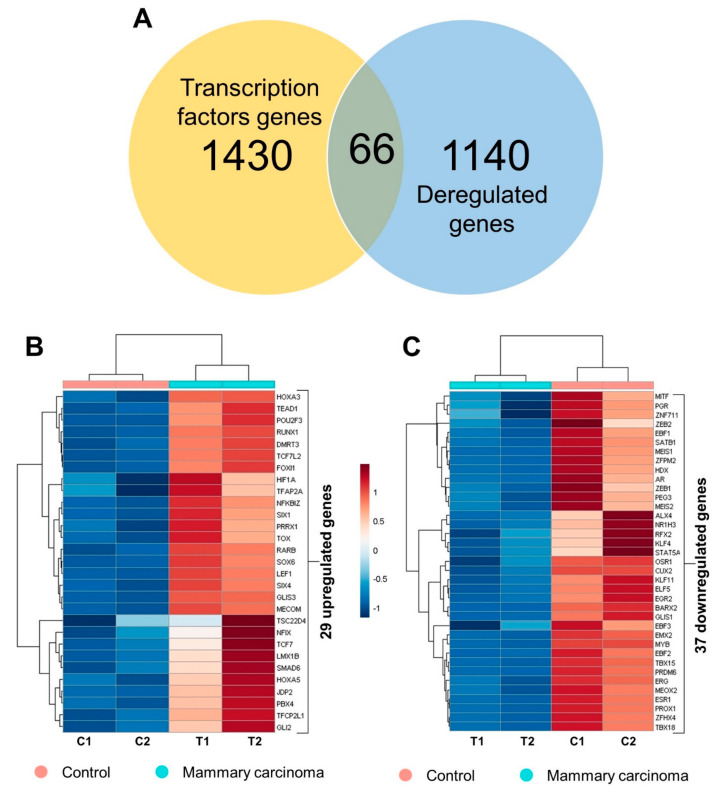
Transcriptional analysis of mammary carcinoma samples from female dogs showed differentially expressed transcription factor genes. (**A**) Venn diagram discriminating the differentially expressed genes found in the performed analyses and all the genes that encode transcription factors according to the Human Protein Atlas database. (**B**) Heatmap with the 29 genes of upregulated transcription factors in canine mammary carcinoma; control (in pink) and mammary carcinoma (in green). (**C**) Heatmap with the 37 transcription factor genes. Analysis of target genes of the five main transcription factors within the set that regulate upregulated genes and downregulated genes.

**Figure 5:**
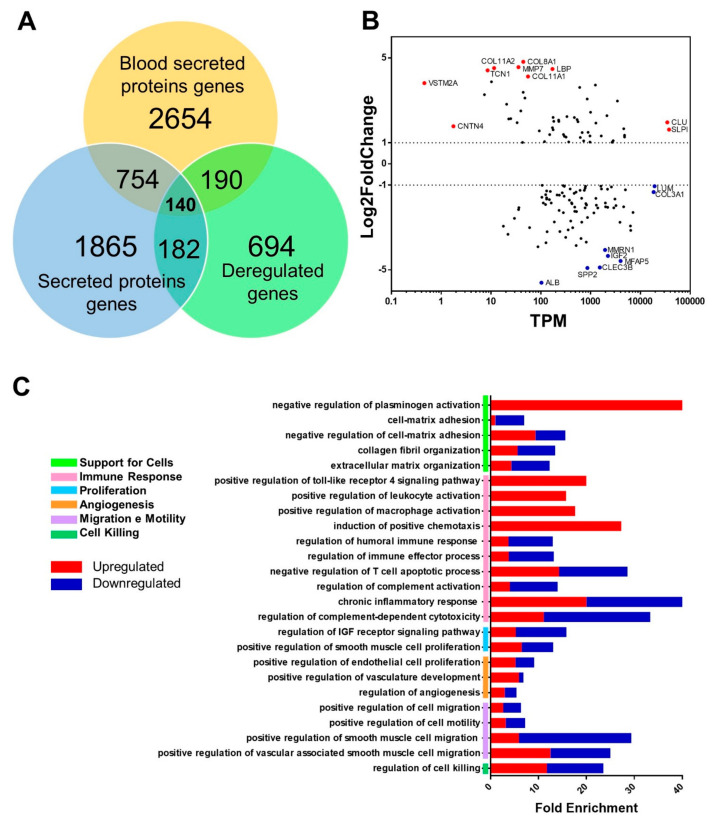
Highlighting genes encoding secreted proteins and cellular pathways associated with mammary carcinoma in female dogs as potential biomarkers. (**A**) Venn diagram that discriminates the differentially expressed genes found in the performed analyses, all the genes that encode secreted proteins, and all the genes that encode proteins specifically secreted in the blood according to the Human Protein Atlas database. (**B**) MA plot of the 140 genes that encode proteins secreted in the blood, with those genes with a high degree of positive regulation highlighted in red and those genes with a high degree of negative regulation highlighted in blue. (**C**) Analysis of the enrichment of genes encoding secreted blood proteins found to be differentially expressed in breast carcinoma, highlighting the main affected pathways. The colored bars indicate the percentage of upregulated (red) and downregulated (blue) genes among the total genes of each pathway.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the National Center for Biotechnology Information repository at [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203589] (accessed on 10 January 2023) (accession number GSE203589). Additional information and tables are available as Supplementary Material.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24065212/s1.

How the deposited data were processed for this re-analysis (not part of the article)

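RNA of mammary ductal carcinoma and of adjacent non-tumor mammary tissue was sequenced in 4 libraries, C1 and C2 from the non-tumor tissue and T1 and T2 from the carcinoma, with 3 dogs pooled in each. The authors deposited raw counts of reads per gene, 1 table per library, with a gene name, a gene length and the count. According to the paper's methods, TopHat2 mapped the reads to the canine reference genome and HTSeq counted them with its default settings, and DESeq2 compared the groups. The submitters' processing notes name FastQC, STAR, featureCounts and DESeq2 instead, and the header of each table has the form that featureCounts writes, so that the mapping and counting tools remain open. The genome build and the strand setting of the counting are not given in the sources used here, and overlapping, antisense and near-identical genes may therefore share reads. The gene length in the tables had a median ratio of 0.97 to the span of the gene in RefSeq (UU_Cfam_GSD_1.0) over 9411 genes with the same symbol, so it was read as a gene span with introns, and levels are given as CPM rather than per length. No coordinates are given, and 14 genes whose names are numbers only were kept in the tests and are not named.

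The totals give the depth behind each value. The libraries of pool 2 were several times shallower than those of pool 1, so low genes in C2 and T2 rest on few counts, and 163 genes in C2 and 6 in C1 had under 10 counts. Intervals on ratios of counts are exact at 95%, a group at 0 counts was given a floor of 3 counts over the group, and intervals and floors cover counting error only, since reads copied by PCR are not independent molecules.

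All 11277 genes passed edgeR's filterByExpr and were compared between the tissues in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (TMM factors, two-sided) and Benjamini-Hochberg adjustment. The paper states a p and a log2fold change as thresholds and prints FDR in Figure 1, so a gene was called at an adjusted p under 0.05 and a log2fold change of at least 1 in size. The common dispersion was 0.0508, a biological coefficient of variation of 22.5%, and 0.00216 with the pool as a block. The p-values with the block therefore cover little beyond counting error and do not measure the spread between dogs. Principal components were taken from log2 CPM with a prior count of 2 over the 500 most variable genes. Gene lists with at least 5 measured members, 33 in number, were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes. Camera with an estimated correlation and fry were run beside it. With an estimated correlation camera has few degrees of freedom from these libraries, so a list that does not pass is not thereby shown to be correlated. Lists of skin keratinocyte, B and plasma cell and red blood cell markers had fewer members and were not tested. Member lists, the tests of genes and lists and most alternatives were fixed before the data were examined, but Table S1 had been read by then, and the passages say which lists were chosen after it. Thinning to the shallowest library, the removal of structural and mitochondrial RNA and the 2 most counted genes, abundance by the control libraries or by TPM, and the tests of explanations were chosen after the data had been seen.

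The paper states that the carcinoma and the non-tumor tissue came from the same dogs, and the libraries of a pool therefore pair by design. The deviations of C1 and T1 from their group means correlated at 0.782 across 11277 genes, and the changes T1 over C1 and T2 over C2 at 0.932. The paper's methods name no block, so the pool was left out of the model and entered as an alternative. Genes were named by a rule: the 10 largest rises and falls among the calls with 1 direction in both pools, every gene the paper names as its own result, and for each list with at least 5 tested members up to 4 members with the smallest p and any member the paper names. Their values in Table S1 had been seen when the rule was written, and members of lists named beyond this rule were chosen after their values had been seen.

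Alternatives covered DESeq2 1.42.0, DESeq2's size factors, upper-quartile factors, total counts, TMM factors without the muscle and milk lists, filters on low counts, the pool as a block, the likelihood ratio test and the robust fit of edgeR, unadjusted p, no minimum fold change, each library left out in turn, and other settings of the principal components and list tests. Where a library was left out, the lone library of its tissue is assumed to vary like the other tissue's pair. The tests were run on simulated counts for the 11277 genes with 100 genes changed by each of 2 sizes in the comparison of carcinoma and control. With independent variation between libraries, edgeR recovered 100 of 100 genes changed by 3 and 80 of 100 changed by 1.5 on the log2 scale and called 6 unchanged genes, and DESeq2 recovered 99 and 71 and called 4. With a difference shared by both libraries of a pool, edgeR without the pool recovered 85 and 11, DESeq2 100 and 80, and edgeR with the pool as a term 100 and 100. In the simulation limma's camera picked out a changed list of 25 genes and passed over an unchanged one, whereas fry gave the unchanged list an unadjusted p under 0.05 as well. These lists came from the run with independent variation, with genes drawn independently and every gene of the changed list set higher by 1.5 or 3. They therefore do not show how camera fares with correlated genes or a shared pool difference, and give no error rate. The pathway, network and secretome analyses of the paper were not repeated, since they rest on databases that were not used here.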

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

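The following 3 gene lists were chosen after Table S1 had been read, so their counts are not independent evidence of a direction, and they are given here because each was higher in mammary carcinoma than in the controls while the paper does not discuss these genes as groups. Genes of hypoxia and glycolysis had a median log2fold change of 1.21, and 8 of 18 measured members rose in mammary carcinoma (11 higher and 0 lower when adjusted over the list alone, and 10 higher and 1 lower with the pool as a block). ALDOC, an aldolase gene, rose by 2.65 (SE 0.24, adjusted p = 0.00422), the hexokinase gene HK1 by 1.47 (SE 0.16, adjusted p = 0.00596), and CA9, a carbonic anhydrase gene induced by low oxygen, by 4.00 (SE 0.59, adjusted p = 0.0144). CA9 had 46 counts in C1 and 1 in C2, and its value was 6.24, adjusted p = 0.00878, without control replicate 1, where 4 members of the list rose. The list passed camera at an adjusted p of 4.57e-08 (adjusted p = 0.3 with an estimated correlation). It did not pass fry (adjusted p = 0.0558).

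Neutrophil and calprotectin genes had a median of 2.51, with 7 of 13 members higher and 3 lower (9 higher and 3 lower when adjusted over the list alone). S100A8 and S100A9, which encode the subunits of calprotectin, rose by 3.73 (SE 0.32, adjusted p = 0.00372) and 3.27 (SE 0.23, adjusted p = 0.00259), S100A12 by 4.13 and OLFM4, the olfactomedin 4 gene, by 4.57. BPI, at -1.10, and LCN2, at -1.58, fell, and 1 member fell without control replicate 1 and 1 without mammary carcinoma replicate 2. LCN2 lost its call without any 1 of the 4 libraries, at -1.54, -1.64, -1.91 and -1.45 (adjusted p = 0.145, 0.085, 0.095 and 0.148 without control replicates 1 and 2 and mammary carcinoma replicates 1 and 2 in turn). Of the list, 3 members are also in other lists (LTF, MMP9 and CXCL8), and camera gave an adjusted p of 1.67e-05 (adjusted p = 0.263 with an estimated correlation).

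Ionocyte and proton pump genes, a list that also holds genes of other epithelial cells, such as the endocytic receptor genes LRP2 and CUBN and the tuft cell factor gene POU2F3, had a median of 2.09, and 12 of 17 members rose and 1, HEPACAM2 at -2.09, fell (12 higher and 1 lower when adjusted over the list alone). FOXI1, a transcription factor gene of ionocytes, rose by 3.82 (SE 0.28, adjusted p = 0.00267), the pump subunit gene ATP6V0A4 by 3.51 (SE 0.15, adjusted p = 0.00147), the anion exchanger gene SLC26A4 by 3.36 (SE 0.12, adjusted p = 0.00147) and LRP2 by 3.90 (SE 0.16, adjusted p = 0.00147). The list passed camera at an adjusted p of 1.53e-13 (adjusted p = 0.263 with an estimated correlation).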

How the results depend on the processing

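Thinning to the shallowest library, the removal of structural and mitochondrial RNA and the 2 most counted genes, and abundance by the control libraries or by TPM were chosen after the data had been seen. Over all alternatives the differentially expressed genes numbered 763 to 1570 and the downregulated genes 421 to 785, within 1.5 times the main counts of 1112 and 591. The upregulated genes, 521 in the main test, were 800 with the replicate block, 782 with no minimum fold change and 342 to 509 with 1 library left out. Without control replicate 1, 734 of the 763 calls were shared with the main test. Abundant genes with strong falls numbered 0 in the main test. There was 1, TTN, with total counts only and in the DESeq2 settings (alone, with the replicate block and at an unadjusted p). The DESeq2 settings take CPM from total counts, so TTN passed 1000 CPM there by the unit and not by the test. TTN was also the 1 such gene without structural and mitochondrial RNA and the 2 most counted genes, and by CPM of the control libraries. At CPM of at least 100 and size of at least 3, 18 fell and 11 rose. The first principal component held 76.5% of the variance over all genes, 86.5% at unit variance, 86.7% with the variance-stabilizing transformation, 87.5% with total counts, 82.8% over genes with at least 10 counts in every library and 95.9% over the genes of Table S1. Of 33 lists, 17 passed camera, 0 passed it with an estimated correlation (adjusted p from 0.263 up, 6 at an unadjusted p under 0.05) and 13 passed fry, while 20, 18, 17 and 19 lists passed camera without control replicate 1, control replicate 2, mammary carcinoma replicate 1 and mammary carcinoma replicate 2. The list of plasma proteins of the liver turned to higher over genes with at least 10 counts in every library (adjusted p = 0.00358, with 0.00358 to 0.656 over its alternatives), a filter that removes genes that fell to few counts. With the replicate block the lists of plasminogen, Wnt and antioxidant genes no longer passed and that of the cell cycle did, and the block changed no call of a list or of a gene named by the rule except these and 4 genes that became calls, LUM, PML, BTG2 and PLIN4. Without the genes the paper names, the lists of Wnt signaling and of metalloproteinases and inhibitors no longer passed, and the latter did not pass over genes with at least 10 counts in every library either. Of the regulators, 3 to 6 were downregulated with 1 library left out, and NFE2L2, at -0.10 to 0.23, and REST, at -0.38 to 0.10, changed sign without being called. Of 157 genes named by the rule, 132 were called, and 15 of them lost the call without control replicate 1, 5 without control replicate 2, 8 without mammary carcinoma replicate 1 and 2 without mammary carcinoma replicate 2. The causes of these changes were not tested, apart from the filter. The filter for genes with 1 count removed no gene and says nothing about stability, and TPM from annotated exon lengths was not run. Depth limits the genes low in pool 2, as 10804 genes had at least 10 counts in every library.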

Differences from the paper's values

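The comparison with TPM of the control libraries was chosen after the paper's figure and the data had been seen. The paper's share of variance on the second principal component is 4.9%, and here it was 10.9%. None of the alternatives set before the data were examined closed this difference, with 20.9% over all genes, 12.3% at unit variance, 12.7% with the variance-stabilizing transformation of DESeq2, 11.3% with total counts, 16.5% over genes with at least 10 counts in every library and 3.21% over the genes of Table S1. Among 45 named genes with a value in Table S1, 0 differed by more than edgeR's SE, with MYL3, at 0 counts in both carcinomas, taken as a lower bound. Both sets of values come from the same counts, so this is no independent check.

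In Fig. 2A, read by eye, the paper's abundance is about 0.48 for SERPINI2, about 0.56 for CDH12, about 2.1 for WDR49 and about 45000 for TXNIP. The mean TPM of the 4 libraries over the gene lengths of the tables, brought to the figure's axis by the median ratio over 25 genes labelled there, was 12.5, 4.59, 17.8 and 15249 for the same genes. No alternative set before the data were examined gives TPM, since TPM from annotated exon lengths was not run. The mean TPM of the control libraries, chosen after seeing the values, gave 0.378, 0.56, 2.11 and 44507, which no longer differ and change no call, although CDH12 sits at the median ratio itself and so matches by construction. CLU and SLPI differed on neither scale. The paper states that abundant genes with strong changes are mostly downregulated. The figure's values were a median of 21.0 times the mean TPM of the 4 libraries here and 45.6 times that of the controls. A limit of 1000 CPM is therefore not the paper's limit on its axis, and counts at it do not bear on this statement. At 1000 CPM and 5 on the log2 scale, taken as mean CPM of the 4 libraries, edgeR gave 0 genes that fell and 0 that rose. With CPM from total counts, as in the DESeq2 setting, and by CPM of the controls, 1 gene fell, TTN. Both tools called TTN, so only the unit of CPM differs between these settings. On the figure's axis scaled by the controls, chosen after seeing the values, TTN, at 1932, MYLPF, at 5493, MYL2, at 1613, CSN1S1, at 4899, and LALBA, at 22664, all of which fell, also lie above the paper's limit, and ranking by the controls itself favours genes that fell. On the axis scaled by the mean of the 4 libraries, ACAN, at 1217, and GPX2, at 1365, which rose by 7.34 and 5.82, lie above it together with MYLPF, at 1271, CSN1S1, at 1134, and LALBA, at 5262, while TTN, at 449, and MYL2, at 372, do not.

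The paper counts LUM among the downregulated genes, and here LUM was not called (-1.04, adjusted p = 0.108). The log2 fold change of LUM passed the test in DESeq2 (-1.05, adjusted p = 0.00249), with the replicate block in edgeR and DESeq2, in the likelihood ratio test (-1.04, adjusted p = 0.0313), at an unadjusted p and without control replicate 2, and its adjusted p ran from 2.73e-47 to 0.261 over the alternatives. The smallest of these values came from the replicate block, whose p covers little beyond counting error. COL3A1, which the paper names beside LUM, was downregulated here too. In its discussion the paper gives LBP as the most upregulated gene whose product is secreted to the blood, and here LBP, at 4.52, came after COL8A1, at 4.84, TCN1, at 4.73, COL11A2, at 4.62, and MMP7, at 4.58, while DESeq2 put TCN1 below LBP, at 4.42 against 4.48. Of the 10 largest rises, 7 lay above the limit the paper states for them, and SFRP2, at 4.93, CLEC3A, at 4.87, and COL8A1 lay below it, with 4.91, 4.87 and 4.82 in DESeq2. Among the regulators of Tables S2 and S3 the paper counts fewer upregulated genes than the 3 found here, RUNX1, TCF7L2 and BCL3. Table S1 itself also holds 3 upregulated regulators, RUNX1, TCF7L2 and PML. The paper's count of downregulated ones is the same as the 6 found here. DESeq2 did not call BCL3 and called PML, at 1.02 (adjusted p = 0.00752), which edgeR did not call (1.04, adjusted p = 0.0942). The tables hold 11277 genes, 1 fewer than the paper states.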

Other observations

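All tests of explanations in this part were chosen after the results had been seen. Markers of several stromal and immune cell types were lower in mammary carcinoma. Of 20 fibroblast markers, 16 fell and all 20 had a negative log2fold change, with a median of -2.04 (0 higher and 19 lower when adjusted over the list alone). GPC3, a glypican gene, had -3.99 (SE 0.24, adjusted p = 0.00195) and the transporter gene ABCA8 -3.05 (SE 0.16, adjusted p = 0.00182), and 10 of these markers are also in other lists. The list passed camera (adjusted p = 3.41e-21, adjusted p = 0.263 with an estimated correlation). Of 8 markers of lymphatic endothelium, 7 fell (0 higher and 7 lower when adjusted over the list alone), with a median of -2.77, among them CCBE1, a gene of lymph vessel growth, at -3.71 (SE 0.17, adjusted p = 0.00177), and PROX1, the transcription factor gene of the lineage, at -2.94 (SE 0.25, adjusted p = 0.00371), and the list passed camera (adjusted p = 1.31e-12, adjusted p = 0.263 with an estimated correlation). Of 16 markers of T and NK cells, 10 fell (0 higher and 15 lower when adjusted over the list alone), with a median of -1.63, such as the granzyme gene GZMK, at -2.79 (SE 0.32, adjusted p = 0.007). Of these 15 fell with the pool as a block, 5 without control replicate 1 and 6 without mammary carcinoma replicate 1, and the list passed camera (adjusted p = 8.40e-11, adjusted p = 0.287 with an estimated correlation). Of 25 markers of macrophages and dendritic cells, 9 fell and 2 rose (2 higher and 10 lower when adjusted over the list alone), with CYBB, an oxidase gene of phagocytes, at -1.66 (SE 0.13, adjusted p = 0.00339), and the antigen presentation gene HLA-DRA, at -1.36 (SE 0.11, adjusted p = 0.00339), while SPP1, the osteopontin gene, rose by 1.29 and PLA2G7 by 1.05. PLA2G7 lost its call without control replicate 2 or mammary carcinoma replicate 1, at 0.89 and 0.91 (adjusted p = 0.0259 and 0.0543), and the list passed camera as lower (adjusted p = 7.66e-05, adjusted p = 0.287 with an estimated correlation).

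Of 13 steroid hormone receptors and targets, 6 fell (0 higher and 6 lower when adjusted over the list alone), such as the amphiregulin gene AREG, at -2.42 (SE 0.18, adjusted p = 0.00277), TNFSF11, which encodes RANKL, at -1.64 (SE 0.18, adjusted p = 0.0065), and the progesterone receptor gene PGR, at -1.14. PGR lost its call without control replicate 1 or mammary carcinoma replicate 2, at -1.07 and -0.93 (adjusted p = 0.0683 and 0.0219). This list passed camera as lower (adjusted p = 0.000102, adjusted p = 0.365 with an estimated correlation), and it was chosen after Table S1 had been read, so that its count is not independent evidence. Of 31 genes of the cell cycle, 1 fell, HMGB2, at -1.33, and edgeR and DESeq2 called none higher, while at an unadjusted p under 0.05 PLK1 was higher, at 0.97 (0 higher and 0 lower when adjusted over the list alone). HMGB2 lost its call without control replicate 1 or mammary carcinoma replicate 2, at -1.25 and -1.20 (adjusted p = 0.122 and 0.0508). The median was -0.33, and the list did not pass camera (adjusted p = 0.0535) except with the pool as a block (adjusted p = 0.0104) or over genes with at least 10 counts in every library (adjusted p = 0.0328, with 0.0104 to 0.331 over the alternatives of the gene list cell cycle and proliferation). Of 20 myoepithelial and basal markers, 4 rose and 2 fell (6 higher and 3 lower when adjusted over the list alone), with the desmoglein gene DSG3, at 1.67, and NTRK2, at 1.37, higher and the podoplanin gene PDPN, at -2.19, lower. With the pool as a block 7 rose and 3 fell, 2 and 1 without control replicate 1 and 7 and 2 without mammary carcinoma replicate 1, and camera gave adjusted p = 0.328. Of 13 luminal markers, 1 rose, PROM1, at 2.69, and 1 fell, ERBB3, at -1.07 (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.325). ERBB3 lost its call without control replicate 2 or mammary carcinoma replicate 1, at -0.81 and -0.93 (adjusted p = 0.059 and 0.0832).

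Of 19 interferon response genes, 1 rose, OAS1, at 1.20 (1 higher and 0 lower when adjusted over the list alone). The list did not pass camera (adjusted p = 0.129) but passed fry as higher (adjusted p = 0.0299). With the pool as a block 4 of the interferon genes rose and 1 fell. Of these genes 0 rose without control replicate 1, 3 without control replicate 2 and 2 without mammary carcinoma replicate 1, and OAS1 lost its call without control replicate 1 or mammary carcinoma replicate 1, at 0.98 and 1.18 (adjusted p = 0.112 and 0.0767). Among 15 immediate-early genes, which respond to stress at sampling, 2 fell, EGR2, at -3.01, and KLF4, with 1 lower without control replicate 2 and 1 higher and 1 lower without mammary carcinoma replicate 1 (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.417). Of 9 adipocyte markers, 2 fell, the fatty acid transporter gene CD36, at -2.37, and RBP4, at -2.23 (0 higher and 2 lower when adjusted over the list alone), and 1 rose with the pool as a block and 1 without control replicate 2. The adipocyte list did not pass camera (adjusted p = 0.0634) except as lower without control replicate 1 (adjusted p = 0.0199) or mammary carcinoma replicate 2 (adjusted p = 0.0489, with 0.0199 to 0.365 over its alternatives). Of 11 Schwann cell and nerve markers, 1 rose, GPM6B, at 2.15, and 4 fell, such as SCN7A, at -1.73, and NGFR, at -4.39 (1 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.157, and adjusted p = 0.0436 as lower without control replicate 1, with 0.0436 to 0.514 over its alternatives). SCN7A lost its call without control replicate 1, at -1.73 (adjusted p = 0.0746), and NGFR was at -9.90, adjusted p = 0.017 without mammary carcinoma replicate 1. Of 14 markers of pericytes and smooth muscle, 1 fell, PDGFRB, at -1.86, and 2 rose without mammary carcinoma replicate 1 and 1 with the pool as a block (0 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.332). Lists too short for a list test gave CD38, at 1.08, as the 1 of 4 B and plasma cell markers that rose, and none called by edgeR or DESeq2 among the skin keratinocyte markers KRT10, at 0.15, and HRNR, at 0.05, and the red blood cell genes GYPC, at -0.49, SPTB, at -0.50, and ALAS2, at 0.01, nor at an unadjusted p under 0.05 with the fold limit.

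Differences between the pools were shared by both tissues, since log2 of C1 over C2 and log2 of T1 over T2 correlated at 0.892 across 7712 genes with at least 50 counts in every library, and the median absolute difference was 1.10 for 36 structural RNAs, such as U5 and U2, against 0.19 for other genes. After all libraries were thinned to the shallowest, the correlation was 0.819. Thinning keeps each gene's share of its library, so it could hardly have removed the correlation. The test therefore does not decide whether causes tied to sequencing depth play a part. A library or sequencing batch and the different dogs in the pools, whose mean ages the paper gives as unequal, cannot be told apart, because each pool holds other dogs and the sources used here tie no pool to a batch. Each predicts a shared difference. Without the structural and mitochondrial RNAs recognised by name, the correlation was 0.881 across 7663 genes, which may still hold such RNAs under Ensembl identifiers.

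Striated muscle genes were lower in mammary carcinoma, 33 of 34 members by sign and 30 by call, with TTN at 1967 ± 699.9 CPM in the controls and 14.8 ± 0.0943 CPM in the carcinomas (SD, n = 2), CKM, the muscle creatine kinase gene, at 226 ± 57.2 and 5.96 ± 2.08 CPM, and the skeletal actin gene ACTA1 at 98.6 ± 30.0 and 3.31 ± 2.05 CPM. A scaling factor moves all genes of a library alike, so it cannot set a list apart from the other genes, and trying other scalings is no test. The distance of the list's median from that of all genes was -4.98 to -5.00 on the log2 scale under 5 scalings. A distance of this size argues against scaling between libraries as the cause for these genes. Striated muscle tissue in the control samples is a candidate explanation, which nearly all members being lower together would follow from, and none of the members is in another list, while 6 are named by the paper. In bulk tissue, lower expression within mammary cells predicts the same calls and cannot be told apart from muscle tissue in the controls. For MB, the paper cites other studies that found expression in human breast epithelial cells.

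Several of the most strongly upregulated genes of Fig. 2A sit at low abundance, although CLU, SLPI and LTF, which also rose, do not, and SERPINI2, CDH12 and WDR49 had few counts in the controls and more in the carcinomas. The log2 ratio of the figure's value, read by eye, to the mean TPM of the 4 libraries had an SD of 2.70 over 25 labelled genes, which argues against an axis that follows the mean of the 4 libraries. To the mean TPM of the controls the SD was 0.0865, so the abundance axis may follow the control libraries. No biological explanation was tested, and how the axis was computed stays open, since TPM here rests on gene spans.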
